# Understanding developmental and adaptive cues in pine through metabolite profiling and co-expression network analysis

**DOI:** 10.1093/jxb/erv118

**Published:** 2015-04-01

**Authors:** Rafael A. Cañas, Javier Canales, Carmen Muñoz-Hernández, Jose M. Granados, Concepción Ávila, María L. García-Martín, Francisco M. Cánovas

**Keywords:** Adaptation, development, gene co-expression analysis, metabolite profiling, needles, *Pinus pinaster*.

## Abstract

Conifers include long-lived evergreen trees of great economic and ecological importance, including pines and spruces. During their long lives conifers must respond to seasonal environmental changes, adapt to unpredictable environmental stresses, and co-ordinate their adaptive adjustments with internal developmental programmes. To gain insights into these responses, we examined metabolite and transcriptomic profiles of needles from naturally growing 25-year-old maritime pine (*Pinus pinaster* L. Aiton) trees over a year. The effect of environmental parameters such as temperature and rain on needle development were studied. Our results show that seasonal changes in the metabolite profiles were mainly affected by the needles’ age and acclimation for winter, but changes in transcript profiles were mainly dependent on climatic factors. The relative abundance of most transcripts correlated well with temperature, particularly for genes involved in photosynthesis or winter acclimation. Gene network analysis revealed relationships between 14 co-expressed gene modules and development and adaptation to environmental stimuli. Novel Myb transcription factors were identified as candidate regulators during needle development. Our systems-based analysis provides integrated data of the seasonal regulation of maritime pine growth, opening new perspectives for understanding the complex regulatory mechanisms underlying conifers’ adaptive responses. Taken together, our results suggest that the environment regulates the transcriptome for fine tuning of the metabolome during development.

## Highlight

This work highlights the complex interaction between developmental processes and environmental adaptations of maritime pine trees growing under natural conditions.

## Introduction

Trees account for nearly 80% of total plant biomass (Olson *et al.*, 1983) and 50–60% of annual net primary production in terrestrial ecosystems (Field *et al.*, 1998). Coniferous forests make important contributions since they dominate major regional ecosystems, particularly in the northern hemisphere (Farjon, 2010). They also have great economic importance as primary sources of timber and paper production globally. Conifers have evolved distinct developmental, metabolic, and physiological adaptations since their divergence from a putative common ancestor shared with angiosperms over 300 million years ago (Bowe *et al.*, 2000). Most species are long-living evergreens (Farjon, 2010) with extremely large genomes ranging from 20 to 40 Gb (Mackay et al., 2012; Ritland, 2012).

Key variables that govern perennial woody plant growth include both diurnal and seasonal changes in environmental conditions. Evergreen conifer needles typically live for several years, so they need to survive the winter period when they are subjected to cold, drought, and oxidative stresses, and photosynthetic rates must be reduced due to the low temperatures (Öquist and Huner, 2003). Essential responses to these environmental changes include accumulation of ‘compatible solutes’ to maintain protein stability and cellular integrity under frost stress (Galindo-González *et al.*, 2012; Simard *et al.*, 2013), with adjustments of membrane lipid composition to maintain their fluidity (Roden *et al.*, 2009). Clearly, when photosynthesis is reduced cell energy requirements must be met through metabolic pathways such as glycolysis or oxidative phosphorylation (Ophir *et al.*, 2009; Grene *et al.*, 2012; Galindo-González *et al.*, 2012; Collakova *et al.*, 2013). Accordingly, photosynthetic rates and capacities of adult needles are temperature- and/or photoperiod-dependent, peaking in the summer (Öquist and Huner, 2003).

Like all plants, conifers also respond in complex fashions to numerous other biotic and abiotic factors that may vary diurnally, seasonally, or unpredictably in their environments. To understand these responses fully they must be considered in conjunction with inherent developmental changes. Notably, needles’ photosynthetic capacity increases as they mature, peaks when they are fully expanded, then gradually declines until senescence, typically several years later (Warren, 2005). Senescence is a tightly controlled process in which various nutrients may be mobilized; for example, Rubisco (EC: 4.1.139) and other soluble proteins in older leaves may be used as nitrogen stores during the development of new needles in the spring (Gezelius and Hallén, 1980; Näsholm and Ericsson 1990). Distinguishing between developmental changes mediated by internal processes and responses to environmental fluctuations in conifers is clearly important, but challenging, since they involve many interactions. Fortunately, advances in next-generation sequencing and the development of powerful software have enormously accelerated genomic analysis of conifers. Recently reference transcriptomes have been established for *Picea sitchensis* (Ralph *et al.*, 2008), *Picea glauca* (Rigault *et al.*, 2011), and *Pinus pinaster* (Canales *et al.*, 2014). Assemblies of genome drafts of *Picea abies* (Nystedt *et al.*, 2013), *Picea glauca* (Birol *et al.*, 2013), and *Pinus taeda* (Zimin *et al.*, 2014) have also recently been reported.

Maritime pine (*Pinus pinaster* L. Aiton) is a conifer species with great economic and environmental value that is widely distributed in the south-western area of the Mediterranean region, dominating forests in France, Portugal, and Spain. It has high phenotypic plasticity, accompanied by high tolerance to abiotic stresses such as drought, and hence it is distributed in widely varying environments at altitudes ranging from sea level to 2000 m (Aranda *et al.*, 2010; Gaspar *et al.*, 2013). Abundant genomic resources and phenotypic data for the species, in addition to its reference transcriptome, are also now available (Canales *et al.*, 2014; http://www.scbi.uma.es/sustainpine, last accessed 11 March 2015; https://w3.pierroton.inra.fr/PinusPortal, last accessed 11 March 2015).

The present study is a systems-based approach to develop further studies on the relationship between maritime pine and the environment. In this work, we examined metabolite and transcriptomic profiles of needles from the four most recent whorls of maritime pine trees growing in a forest at 1245 m altitude, under natural conditions, during the course of a year. The results indicate that major components of their metabolite profiles were strongly affected by inherent acclimation to winter (notably sucrose and pinitol) and needle age (e.g. betaine and methionine). In contrast, gene expression profiles were mainly dependent on environmental variables (notably the expression of genes involved in photosynthesis and winter acclimation being positively and negatively correlated with temperature, respectively). Gene co-expression analysis identified 14 eigengene modules mainly correlated with temperature except for one module which is correlated with needle development and contains genes encoding enzymes of the phenylpropanoid, flavonoid, and terpenoid synthesis pathways. We also identified two genes that may participate in the regulation of these pathways during needle development and/or responses to environmental cues. The acquired knowledge should enhance understanding of gene function and adaptation in maritime pine and other economically and environmentally important gymnosperms (Neale and Kremer, 2011).

## Materials and methods

### Plant material

*Pinus pinaster* needles from 25-year-old trees were sampled at Los Reales de Sierra Bermeja (Estepona, Spain) (30S X:303.095 Y:4.039.618) at 1245 m altitude on the south side of the mountain (Fig. 1A). The harvesting of needle whorls was carried out every month during 2012, from January to December, in six independent trees. Harvesting dates are given in Supplementary Table S1. A total of 264 samples were obtained. Three whorls were considered from January to April, and four whorls for the rest of the months due to the emergence of a new whorl in May (Fig. 1C). As in *P. pinaster* each needle whorl corresponds to the annual growth of a single year; the whorls were named by numbers: ‘0’ for the new needles of 2012, ‘1’ for 2011, ‘2’ for 2010, and ‘3’ for 2009. The harvested needles were always those at 3–4 m height in the trees, on the south side. The samplings were carried out 4–5 hours after sunrise. Isolated needles were immediately frozen in liquid N and subsequently placed in dry ice for transport to the laboratory. All frozen samples were reduced to a homogenous powder with a Mixer Mills MM400 (Retsh, Haan, Germany) and stored at –80ºC until further use for metabolite and RNA extraction. The meteorological data (monthly average temperature and rainfall) were provided by the ‘Sistema Automático de Información Hidrológica (SAIH) para Los Reales’ (30S X: 302.233 Y: 4.040.118) (Fig. 1B).

**Fig. 1.**
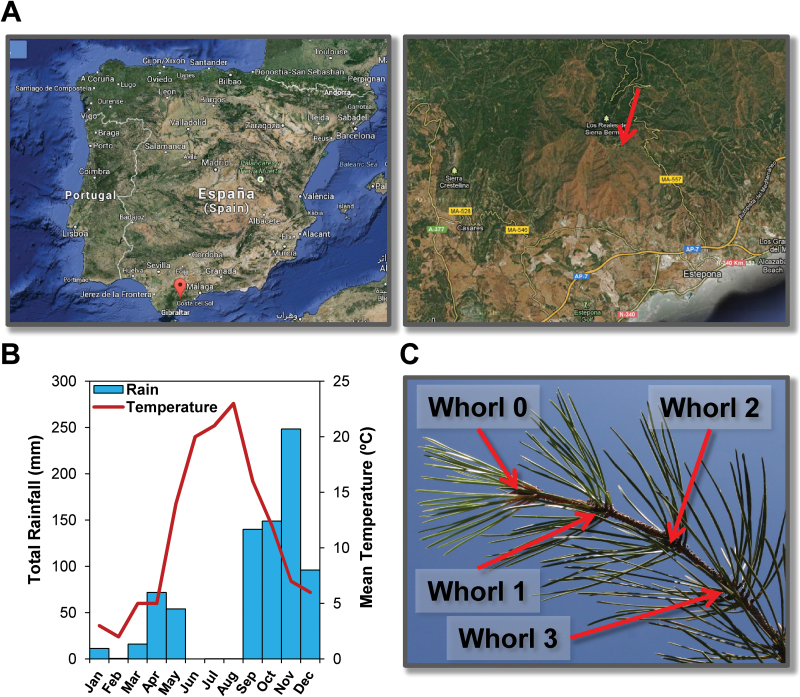
Location and variables of sampling. (A) Sampling location. (B) Temperature and rainfall at the sampling location during 2012. (C) Maritime pine branch with the four whorls isolated in the present work. This figure is available in colour at *JXB* online.

### Metabolite extraction and NMR measurements

The metabolites for ^1^H-NMR analysis were extracted following the protocol described by Kruger *et al.* (2008). For each sample, 0.1g of frozen powder was used for extraction.

The ^1^H-NMR analyses were carried out on a Bruker ASCEND™ 400 MHz NMR Spectrometer. 1D ^1^H-NMR spectra were acquired using the composite pulse sequence *zgcppr* with 1 s water pre-saturation delay, 8kHz spectral width, 32 k data points, 16 scans, and a recycle time of 8 s. Quantitative analysis of the NMR spectra was performed using the software LCModel (Linear Combination of Model Spectra) (Provencher, 1993) with our own reference metabolite spectra library (Supplementary Data S1) and an electronically generated signal, ERETIC (Electronic Reference To Access *In vivo* Concentrations), as an internal reference (Akoka *et al.*, 1999). Metabolites could be determined at millimolar concentrations in the final solution. The analysis of the metabolite data was carried out using the R package WGCNA as proposed by DiLeo *et al.* (2011). The script employed is in Supplementary Method S1. The principal component analysis (PCA) was made using the R function *prcomp*. The missing data were replaced with the median. The PCA script employed is in Supplementary Method S2.

### RNA extraction

Total RNA was isolated following the protocol described by Liao *et al.* (2004) and modified by Canales *et al.* (2012). The RNA concentration and purity were determined spectrophotometrically using A260/A280nm and A260/A230nm ratios. RNA quality was further confirmed by agarose gel electrophoresis.

### RNA amplification, sample labelling, and microarray hybridization

A cDNA microarray was used (PINARRAY2) for the gene expression measures of the total RNA samples. This is the second version of the original microarray presented in Villalobos *et al.* (2012). In the PINARRAY2 8208 spots were included as well as negative and positive controls corresponding to cDNAs in SustainPineDB (Canales *et al.*, 2014). The spots were duplicated in two fields per slide. A reference transcriptome of *P. pinaster* was not available at the time that this work was initiated, therefore PINARRAY2 was used as a reliable tool instead RNA-seq.

For the microarray hybridization, the samples from January, March, May, July, September, and November were used. Before the RNA amplification and labelling, the RNA samples were pooled two by two to obtain three working replicates for microarray hybridization as presented in Supplementary Figure S1. A total of 66 microarrays were hybridized. As much as 500ng total RNA extracted from needle samples was amplified using the TargetAmp™ 1-Round aRNA Amplification Kit (Epicentre, WI, USA) following the manufacturer’s instructions. The antisense amplified RNA (aRNA) was labelled with the CyDye Post-Labelling Reactive Dye Pack (GE Healthcare, Barcelona, Spain). In the microarray experimental design we used a pool of January RNA samples as a common reference sample for data normalization. The reference sample was labelled with Cy5 and the target samples with Cy3. For the CyDye labelling, 5 μl of coupling buffer (0.2M sodium bicarbonate) and 10 μl of CyDye were added to 10 μg of aRNA in a 5 μl volume. Then, the mix was incubated in darkness for 90min at room temperature. Finally 7.5 μl of 4M hydroxylamine was added and the solution was incubated in darkness for a further 15min at room temperature. The CyDye-labelled aRNA was purified with the NucleoSpin® Gel and PCR Clean-up kit (Macherey Nagel, Düren, Germany) with a single elution of 20 μl. The quantity and quality of the labelling was determined using a Nanodrop spectrophotometer ND-1000 (Nanodrop, DE, USA).

Before the microarray hybridizations, the slides were pre-incubated for 1h at 45ºC in a solution with 5X SSC buffer, 1% BSA, and 0.1% SDS. Then, the slides were washed twice with 0.01 SSC buffer for 30 s and dried in a centrifuge for 2min at 2000*g*. Before the hybridization, 40 μl of hybridization solution [62.5% (v/v) formamide, 6.25X SSC, 0.125mg ml^–l^ salmon sperm, 0.625% BSA, 0.125% SDS, 12.5 μg ml^–l^ polyA] was added to a 10 μl solution containing 2 μg of the problem sample labelled with Cy3 and 2 μg of the reference sample labelled with Cy5. The mix was denatured at 65ºC for 10min in a thermal cycler. After this the sample mix was loaded into a PINARRAY2 slide and covered with a HybriSlip^TM^ hybridization cover (Grace Bio-Labs, OR, USA). Microarray hybridization was performed in a Genetix Hybridization Chamber (Genetix, New Milton, UK) at 42ºC for 16h. Hybridized slides were scanned at 5 μm resolution and their signal intensities were detected by a GenePix 4100A microarray scanner (Molecular devices, Sunnyvale, CA, USA). The raw data were subsequently preprocessed and normalized with the R package for the common reference design microarray BABAR (Alston *et al.*, 2010) (Supplementary Method S3). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.*, 2002) and are accessible through GEO Series accession number GSE55868 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE55868, last accessed 12 March 2015).

### Gene co-expression network analysis

The gene co-expression network analyses were carried out using the R package WGCNA (Langfelder and Horvath, 2008). The WGCNA scripts used are in Supplementary Method S4. Genes with too many missing values were eliminated (343 genes) (Supplementary Data S2) and the sample *w2rep2november* was also removed after outlier verification through hierarchical clustering. Before network construction the proper soft-thresholding power was determined by performing an analysis of the network topology. We use the one-step network construction option with a soft-thresholding power value of 14. Genes with a kME >0.3 were assigned to an eigengene module or to a grey module if they did not meet the above criteria. The connectivity and module membership for each gene are in Supplementary Data S3. The gene network screening was made with weighted and Pearson correlations using the WGCNA *networkScreening* function. The *q*-values (FDR) were calculated (Storey *et al.*, 2004) and correlations were considered significant with a *q*-value <0.05. Correlations of the mean gene expression of the modules and the individual expression of the genes were performed against the environmental variables; former monthly mean temperature (Temperature) and accumulated precipitation (Rain), respectively. For the ageing and/or developmental variable the whorl provenance of the samples (Whorl) was used for correlations. After initial approximations, gene expression was mainly adjusted to long-term dynamics of temperature (Supplementary Figure S2).

### Functional gene-enrichment analyses

The orthologous assignment and pathway mapping of the genes from the modules were made with the KEGG Automatic Annotation Server (KAAS, Moriya *et al.*, 2007) using the SBH option. Gene ontology (GO) terms assignment was based on homology to the *Arabidopsis* TAIR protein database using BLASTX (Altschul *et al.*, 1997). The Singular Enrichment Analysis (SEA) of the GO terms was made in the AGRIGO web tool with standards parameters (Du *et al.*, 2010). The mapping file for the Mapman representation was made using the Mercator web server (Lohse *et al.*, 2014). The Mapman image was made using the Mapman software (Thimm *et al.*, 2004).

### RT-qPCR analyses

Validation of the gene expression of the microarray results was carried out by RT-qPCR. The RT-qPCRs were as described previously by Cañas et al. (2014). The primers used for the RT-qPCR reactions are presented in Supplementary Table S2. The raw fluorescence data from each reaction was fitted to the MAK2 model, which requires no assumptions about the amplification efficiency of the RT-qPCR assay (Boggy and Woolf, 2010). The initial target concentrations (D0 parameter) for each gene were deduced from the MAK2 model using the qpcR package for the R environment (Ritz and Spiess, 2008) and normalized to the geometric mean of two reference genes. Actin and a 40S ribosomal protein S27 were used as references for validation. For the RT-qPCR analysis, three biological replicates and three technical replicates were made per sample.

## Results

### Climate conditions

Because of the altitude of the sampling area, tree phenology was delayed by ~1 month in comparison to trees near sea level. Male cones appeared in April and the new needle expansion began in May. The new needles were fully expanded between August and September. The formation of male cones and new needle expansion were coincident with the increase in temperature and spring rainfall. There is no complete climate series (30 years records) for temperature and rainfall at Los Reales (only since 2007 for temperature and since 1994 for rainfall). However, temperature and rainfall records for 2012 were similar to those usually registered in the sampling area with no significant deviations except for the winter months (January to March) with lower precipitation levels (Supplementary Figure S3). Thus, climate data can be considered within the normal range.

### Metabolite network analysis

Analysis of the ^1^H-NMR spectra in samples from needles of maritime pine trees allowed us to quantify 39 different metabolites, including a non-identified sugar (unknown_sugar) (Supplementary Data S1). The spectra of certain metabolites were difficult to separate, notably myo-inositol from glycine (Ins-Gly) and glycerophosphocholine from choline (GPC_Cho). Therefore, both individual and combined quantifications of these metabolites were used in the analyses (Supplementary Data S1). The metabolite profiles were subjected to weighted co-expression network analysis, using the WGCNA package (Langfelder and Horvath, 2008), which groups metabolites into ‘eigengene modules’ (hereafter simply ‘modules’) with highly correlated expression patterns (DiLeo *et al.*, 2011). As shown in the resulting network (Supplementary Figure S4A), most metabolites identified formed part of a single module (colour-coded turquoise). Exceptions included myo-inositol and Ins-Gly (assigned to the brown module); glycerol and hydroxyproline (blue module); and D-mannose, shikimate, L-arginine, D-xylose, L-aspartate, glucose-6-phosphate, and L-proline (grey module, reserved for unassigned metabolites). Supplementary Figure S4B shows Pearson correlations among metabolite modules and the focal variables (Whorl, Temperature, and Rain). Whorl was the most influential variable for most metabolites; all the modules showed significant correlations with it, and all except the blue module very significant correlations. However, only the turquoise module was very significantly correlated with Temperature. Correlations between individual metabolites and the variables tested are shown in Table 1 and Supplementary Data S4. The number of metabolites with significant correlations with Whorl was 31, of which 23 were correlated with Temperature and only five were correlated with Rain. Moreover, the *q*-values of correlations with Whorl were much lower, and the correlation coefficients much higher, than the others. A group of metabolites including betaine, L-leucine, L-methionine, choline, glycerophosphocholine, and sucrose were most strongly correlated with both Whorl and Temperature, but with opposite senses (Table 1).

**Table 1.** Metabolites most correlated with Whorl and Temperature

Metabolites most correlated with Whorl			
Metabolite	WGCNA module	q-value	Correlation
L-Leucine	Turquoise	<4.44E–16	–0.77
L-Methionine	Turquoise	<4.44E–16	–0.71
Choline	Turquoise	<4.44E–16	–0.70
Betaine	Turquoise	<4.44E–16	–0.70
Glycerophosphocholine	Turquoise	<4.44E–16	–0.67
GPC_Cho	Turquoise	<4.44E–16	–0.63
Glutathione	Turquoise	<4.44E–16	–0.62
Sucrose	Turquoise	<4.44E–16	0.51
D-Glucose	Turquoise	<4.44E–16	0.71
D-Glucose 1-phosphate	Turquoise	<4.44E–16	0.75
Metabolites most correlated with Temperature			
Metabolite	WGCNA module	q-value	Correlation
Sucrose	Turquoise	<1.17E–12	–0.67
Creatine	Turquoise	1.17E–12	0.55
Betaine	Turquoise	8.56E–12	0.43
Glycerophosphocholine	Turquoise	3.07E–11	0.42
Choline	Turquoise	1.86E–10	0.40
L-Methionine	Turquoise	1.86E–10	0.44
GPC_Cho	Turquoise	2.65E–10	0.39
L-Isoleucine	Turquoise	5.11E–10	0.42
L-Threonine	Turquoise	2.69E–09	0.41
Succinate	Turquoise	3.30E–09	0.59

Results of PCA of the metabolite profiles are shown in Fig. 2A and B. Most metabolites are concentrated in the same area of the PCA (WY) and only seven of them are displaced from this position (D-fructose, D-glucose, sucrose, D-pinitol, D-glucose-1-phosphate, shikimate, and unknown_sugar). Relative abundance profiles of these seven metabolites are also shown in Fig. 2C. The higher levels of all of them, except unknown_sugar, were in the older whorls (Fig. 2A and C), and thus positively correlated with Whorl as defined here (Table 1, Supplementary Data S4). Fig. 2C also shows profiles of three metabolites (betaine, choline, and L-methionine) placed in the centre of the PCA score plot, showing strong negative correlations with Whorl (Table 1, Supplementary Data S4). They presented similar profiles but lower levels in whorl 3 than in the other whorls. Generally, the metabolite profiles were similar for all the whorls except Whorl 0 (Fig. 2C).

**Fig. 2.**
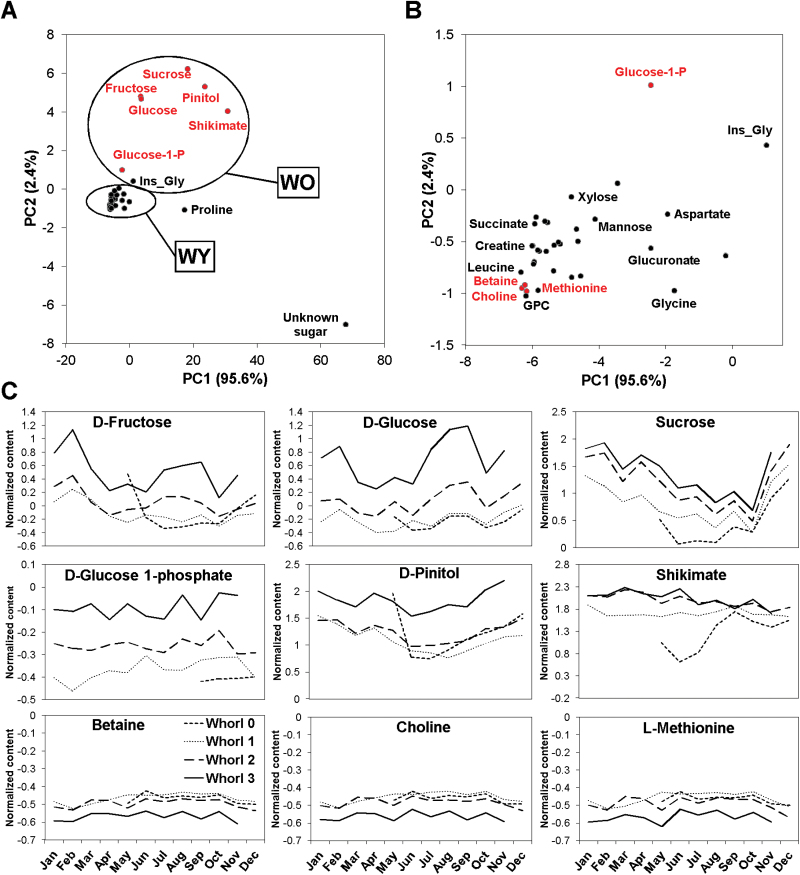
PCA of metabolite profiles. (A) PCA score plot of the identified metabolites. Principal components 1 and 2 explain 95.6 and 2.4% of the total detected variance, respectively, and reveal groups of metabolites that accumulate in older (WO) and younger (WY) whorls. (B) Detail of the WY metabolite area of the PCA plot. (C) Profiles of seven metabolites that accumulated in older whorls (D-fructose, D-glucose, sucrose, D-pinitol, shikimate, D-glucose-1-phosphate, and unknown_sugar), and three that accumulated in younger whorls (betaine, choline, and L-methionine), showing strong significant correlations with Whorl. Whorls 0, 1, 2, and 3 are represented by dashed, dotted, broken, and continuous lines, respectively. The data are means of six values from the NMR spectra. This figure is available in colour at *JXB* online.

### Gene co-expression network analysis

Gene expression profiling was also performed using the same samples as in the metabolite profiling. 

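Each microarray compared Cy3-labelled amplified RNA from the needles of 1 month and whorl with a Cy5-labelled pool of January needles, which served as the common reference on every array. The sample labels give January as the source and harvest date of the reference, but a month field beside them names a different month in most samples; January was taken, as in the methods of the paper. Needles of Whorls 1 to 3 were taken in 6 months, and needles of Whorl 0, the current year's growth, in the 4 months from May to November. With 3 replicates each, this gives 22 groups and 66 arrays, and the number of arrays limits the precision of every mean. The array of November Whorl 2 replicate 2 was left out, as in the authors' network analysis, so that 65 arrays were used and that group has 2. The deposited values are log ratios, preprocessed and normalized between arrays by the authors with the BABAR package for common reference designs, and the median over the spots of every array is 0. The text of the paper does not name the base of the logarithm. The values, which run from -4.49 to 6.41, were treated as log2 ratios, and a value above 0 was read as more transcript than in the January pool, the direction in which the genes of Table 2 have the signs listed there. Of the 8208 spots, 7809 had a value on at least 0.5 of the arrays used and were kept. Groups were compared with limma, with 1 mean per group and Benjamini-Hochberg adjusted p under 0.05. The deposited file pairs no spot with a gene name, so genes are named by their spot and by the descriptions in the paper's tables and text. The gene lists are the 10 genes that Table 2 gives for each of Whorl, Temperature and Rain, the 10 genes of Table 3, and the 5 flavonoid genes of the Whorl list. The last are the chalcone synthases Q15M17 and Q18F13, which make the first flavonoid precursor, chalcone isomerase Q15K3, flavanone hydroxylase Q15G15 and the flavonoid hydroxylase Q21C21. The study chose these genes on the same arrays, so their direction in a comparison is not independent evidence. In data simulated for Whorl 0 against Whorls 1 to 3 in May with the spread of 5823 measured spots, limma found 92% of the spots changed by 0.5 on the log2 scale and 100% of those changed by 1, with 9 false calls. The simulated noise was independent for each array.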

Hierarchical clustering mainly grouped the samples by season (Fig. 3A): samples collected in January, March, and November clustered more closely than samples collected in May, July, and September (which largely formed a distinct group, except for samples of Whorl 0 from May and July, which formed a separate cluster). 

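Needles of the cold and warm months never shared a cluster when the 65 arrays were divided into 5 clusters by average linkage. All 29 arrays of January, March and November formed 1 cluster, with Whorl 0 of November among them, and the 12 arrays of September formed another, with Whorl 0 among them. The 18 arrays of Whorls 1 to 3 from May and July were grouped together, while the 3 arrays of Whorl 0 from May and the 3 of Whorl 0 from July each stood alone. Correlations across spots within pairs of arrays follow the same order. Replicates of a group had a mean r of 0.798 over 64 pairs. Whorls 1 to 3 of the same month reached 0.724, close to the level of replicates, while Whorl 0 of May and July had 0.310 with the older whorls of its month and Whorl 0 of September and November had 0.603. Arrays from different months of the same season had a mean r of 0.375 over 711 pairs, and arrays from different seasons 0.119 over 1044 pairs. The lowest value of any pair, -0.292, was between November Whorl 0 replicate 3 and March Whorl 2 replicate 3. These correlations are across spots, which are not independent replicates, and no test was made on the clusters. With complete linkage, Whorl 0 of May and of July formed a joint cluster of 6 arrays, and with 1 minus Pearson correlation as the distance they joined September in a cluster of 18; in neither case did a cluster hold both seasons.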

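Averaged over all spots of an array, the log2 ratio was 0.0231 ± 0.020 (SD, n = 36) in needles of May, July and September and -0.0257 ± 0.013 (SD, n = 29) in needles of the other months. September had the highest monthly mean, 0.0333 ± 0.013 (SD, n = 12), with all 12 arrays above 0. July had 0.0233 ± 0.028 (SD, n = 12), with 8 arrays above 0, and May had 0.0126 ± 0.011 (SD, n = 12), with 10 above 0. The means of the 3 warm months were 0.0495 above those of the 3 cold months (exact permutation test, two-sided, p = 0.1, the smallest p that 20 assignments of the months allow). Permuting single arrays gave p = 1e-05, the smallest that 100000 permutations can give, but the arrays of a month share its weather and are not independent. The normalization fixes the median of every array at 0, so a difference taken over medians (-0.000571) could only lie near 0. Where in the distribution the difference of the means arises was not tested.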

Fig. 3B shows that the mean gene expression of the samples was much higher in the samples from May, July, and September than in the other samples. 

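In January, all 9 arrays had a mean log2 ratio below 0, at -0.0238 ± 0.0095 (SD, n = 9). March lay lowest of the months, at -0.0387 ± 0.0068 (SD, n = 9), again with all 9 arrays below 0. In November, 10 of 11 arrays were below 0, at -0.0167 ± 0.010 (SD, n = 11). The November array above 0 reached 0.000425, and the lowest array of the warm months lay at -0.0164, so that the ranges of the seasons overlapped slightly.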

Negative values of normalized gene expression were observed for samples from November, January, and March (Fig. 3B).

**Fig. 3.**
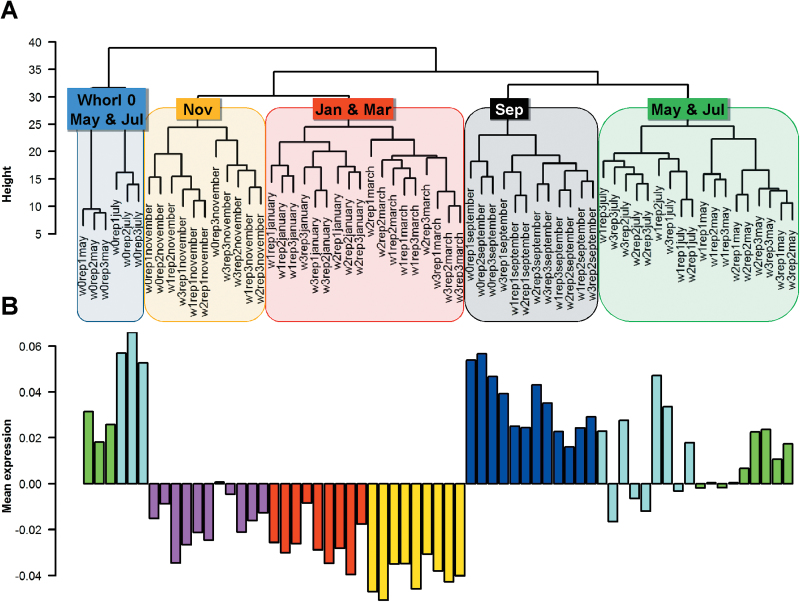
Hierarchical clustering and mean transcript levels in the needle RNA microarray samples. (A) Hierarchical clustering of the microarray samples. The coloured boxes show the harvesting time of each needle sample. The names of the samples (e.g. w0rep1may) indicate the whorl number (w0, Whorl 0), the biological replicate (rep1, individual 1), and the harvesting month. (B) Mean transcript abundance in each sample. Colour code for sampling month: red, January; yellow, March; green, May; light blue, July; dark blue, September; purple, November.

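Genes of flavonoid synthesis formed a compact group in a network built here from the absolute correlation between spots raised to the power 14. A cluster of 42 spots held the chalcone synthases Q15M17 and Q18F13, chalcone isomerase Q15K3, flavanone hydroxylase Q15G15 and flavonoid hydroxylase Q21C21, together with the armadillo repeat protein Q17L11, the ribosomal protein Q17O7, the COP9 complex gene Q13K2 and the protein-binding protein Q16H14. A second cluster, of 78 spots, held elongation factor Q11E4, initiation factor Q2A8, clathrin light chain Q22K3, UDP-arabinose mutase Q6B3, triose-phosphate isomerase Q7G9, ketol-acid reductoisomerase Q17J10 and the unknown protein Q1K1. The largest cluster, of 351 spots, held spot Q3A4. Geranylgeranyl diphosphate synthase Q10C3 fell in none of the clusters, nor did alcohol dehydrogenase Q17K21, the heat shock protein Q17J7 or the auxin-responsive protein Q5C1. In all there were 16 clusters of at least 30 spots, holding 1520 of the 7809 spots, and 6289 spots were left outside. Clusters were taken at a fixed height of 0.97 on the tree of topological overlap, since the dynamic cut of the WGCNA package was not available, and no test was made on them. With the power 6, there were 21 clusters and 1818 spots outside.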

The WCGNA analysis identified 14 gene modules each of which was designated with a colour: black, blue, brown, green, green-yellow, grey, magenta, pink, purple, red, salmon, tan, turquoise, and yellow (Supplementary Figure S5). The grey module was reserved for unassigned genes and does not represent a real module. The genes assigned to each module are listed in Supplementary Data S5 and the number of genes in each module and their mean expression levels are presented in Fig. 4 and Supplementary Figure S6. The turquoise and salmon modules were the largest and smallest, containing 1462 and just 52 genes, respectively. In total, 2213 genes were grouped in the grey module. 

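Across Whorls 1 to 3, the month in which the needles were taken accounted for a median of 79.2% of the variance between group means of a spot, and the whorl for 3.36%. The part that depended on month and whorl together was 15.4%. Month outweighed whorl at 98.9% of 7276 spots. When the young needles of Whorl 0 were included, which limits the comparison to the 4 months from May to November, the share of the month had a median of 55.8% and that of the whorl was 18.1%, with 21.2% for their combination. Month still outweighed whorl at 78.5% of 7187 spots. These are medians over spots of shares of sums of squares between equally weighted groups, with more months than whorls in the first comparison and as many in the second, and no test was made on them.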

Expression of the genes in the modules was mainly influenced by Temperature. 

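Young needles of Whorl 0 differed most from the older needles of the same month early in their growth. In May, 2072 spots were higher and 1982 lower in Whorl 0 than in the mean of Whorls 1 to 3 (4054 of 7752 spots at an adjusted p under 0.05 from limma). In July the numbers were 1369 and 1253 of 7464, in September 388 and 165 of 7433, and in November 228 and 84 of 7492. After quantile normalization, the numbers higher and lower were 1593 and 1638 in May, 897 and 904 in July, 242 and 172 in September and 292 and 197 in November, so that the small excess of higher spots in May and July turned. Between Whorl 3 and Whorl 1, averaged over the months, 448 spots were higher and 328 lower of 7366, and only Q11L15 and Q19B23 differed by more than 1 on the log2 scale, at -1.73 ± 0.11 (SE, 18 arrays of each whorl) and -1.04 ± 0.10.
Of the Whorl list, all 9 genes tested in May and all 10 in July were higher in Whorl 0, adjusted over all spots and adjusted over the list alone. After quantile normalization, geranylgeranyl diphosphate synthase Q10C3 did not pass in May (0.30, adjusted p = 0.0889, against 0.55 ± 0.14). In May, chalcone isomerase Q15K3 was higher by 1.70 ± 0.22 (SE, n = 3 arrays of Whorl 0, all above the mean of the older whorls; adjusted p = 9.2e-09), chalcone synthase Q18F13 by 1.34 ± 0.18 and flavanone hydroxylase Q15G15 by 1.24 ± 0.17. In July, flavonoid hydroxylase Q21C21 was higher by 2.25 ± 0.32 (SE; adjusted p = 2.7e-07) and geranylgeranyl diphosphate synthase Q10C3, which makes a precursor of diterpenes and carotenoids, by 1.60 ± 0.14. Camera used only spots with a value on every array, among them 9 genes of the Whorl list. Set against the other such spots, these passed with a preset correlation of 0.01 but not with an estimated correlation (adjusted p = 0.219 in May and 0.0786 in July). Wherever camera is given, it covers 4 of the 5 flavonoid genes and 3 of the 10 genes of Table 3, but all 10 of the Temperature and Rain lists. Of the Rain list, 8 of 10 genes were higher in Whorl 0 in May and 6 of 10 in July (7 higher and 1 lower adjusted over the list alone; adjusted p = 0.146 and 0.202 with an estimated correlation). The fatty acid desaturase Q11J18, of an enzyme family that sets membrane fluidity, was higher by 1.65 ± 0.13 in May (SE; adjusted p = 8.6e-15). Of the Temperature list, 5 of 10 genes were lower in Whorl 0 in May and 4 of 10 in July (adjusted p = 0.662 and 0.739 with an estimated correlation), with the same counts adjusted over the list alone. Elongation factor Q11E4 differed by -0.38 ± 0.13 in May (adjusted p = 0.0122), but did not pass without replicate 2 (adjusted p = 0.106) or 3 (adjusted p = 0.0570). Over the alternatives, from 1 to 8 genes of the Temperature list were lower in May and from 0 to 4 in July, and from 4 to 7 of the Rain list were higher in July, with the lowest of each without replicate 2. In Whorl 3, all 9 genes of the Whorl list that were tested were lower than in Whorl 1, with a median of -0.46 (adjusted p = 0.0119 with an estimated correlation). This is a mean over months that differed. For the flavonoid genes, Whorl 1 minus the mean of Whorls 2 and 3 was 1.41 in January, 0.747 in March and 0.220 in May. It was 0.0436 in July, -0.0141 in September and 0.413 in November. The study picked these lists on the same arrays, so their direction is not independent evidence. Among spots without a description, Q7L3 rose most in Whorl 0 in May, by 2.57, and Q8C21 fell by 3.26.
Without replicate 2 of every group, the count for July was 1182, 876 higher and 306 lower, and that for September 252; without replicate 1 the latter was 281, and for November it was 161 without replicate 2 and 158 without replicate 3. Between Whorl 3 and Whorl 1 it was 418, 356 and 472 without replicates 1, 2 and 3. With only the arrays of the groups compared, November had 115 higher and 38 lower. With a random block of pool within month, chosen after the result was seen, September had 620 higher and 307 lower and November 339 and 188. Whorl 3 against Whorl 1 had 711 higher and 547 lower with this block.

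**Figure D1:**
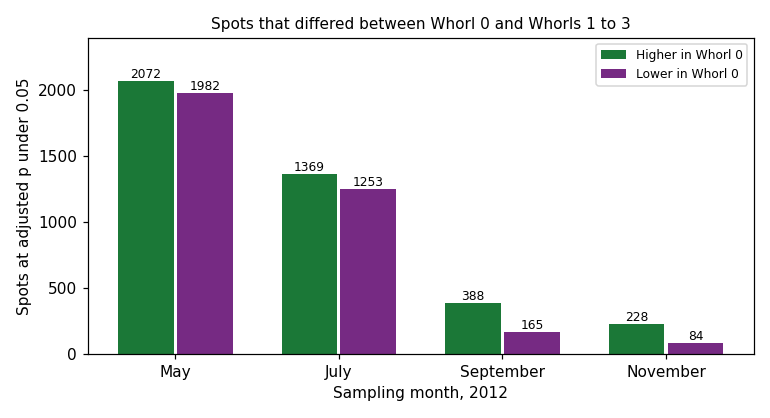
Number of spots at an adjusted p under 0.05 (limma) that were higher (green bars) or lower (purple bars) in Whorl 0 than in Whorls 1 to 3 of the same month, by sampling month. The counts run from 2072 higher and 1982 lower in May to 228 higher and 84 lower in November.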

Whorls 1 to 3 displayed similar transcript profiles, which differed substantially from the profiles of juvenile Whorl 0, especially in May and July. 

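Flavonoid genes remained higher in Whorl 0 than in the older whorls until the end of the year. All 5 were higher in September and all 5 in November. In camera with an estimated correlation, the 4 with a value on every array had adjusted p = 0.00957 and 1.4e-04. All 10 genes of the Whorl list were also higher in both months (adjusted p = 0.00223 and 3.4e-05 for the 9 that camera covers). Their median difference was 1.25 in September and 1.81 in November on the log2 scale. In November, flavonoid hydroxylase Q21C21 was higher by 2.64 ± 0.30 (SE, n = 3 arrays of Whorl 0, all above the mean of the older whorls; adjusted p = 2.2e-08), chalcone isomerase Q15K3 by 2.22 ± 0.23, the armadillo repeat protein Q17L11 by 1.98 ± 0.15 and chalcone synthase Q15M17 by 1.32 ± 0.13. Flavonoid hydroxylase Q21C21 had no value on any May array of Whorl 3 and on some other arrays. The mean of the other 4 flavonoid genes, which had a value on every array, was in Whorl 0 0.71 ± 0.06 (SD, n = 3) in May, 0.65 ± 0.13 in July, 1.55 ± 0.10 in September and 1.42 ± 0.28 in November. In Whorl 3 it was -0.71 ± 0.12 in May, 0.27 ± 0.05 in September and -0.70 ± 0.16 in November.
The difference between Whorl 0 and the older whorls itself changed between May and November at 2237 of 7442 spots, 1059 with a larger value in November and 1178 with a smaller one (819 and 753 after quantile normalization). Of 9 genes of the Whorl list tested, 4 had a larger difference in November (5 adjusted over the list alone; adjusted p = 0.545 with an estimated correlation), among them Q17L11, by 0.90 ± 0.20, and none had a smaller one at the adjusted p. Of 4 flavonoid genes, 1 did so (2 adjusted over the list alone; adjusted p = 0.677 with an estimated correlation). Of the Rain list, 4 of 10 genes had a smaller difference in November (5 adjusted over the list alone; adjusted p = 0.202 with an estimated correlation), led by the desaturase Q11J18 at -1.69 ± 0.19. Of the Temperature list, 3 of 10 had a larger one, the same number adjusted over the list alone (adjusted p = 0.449 with an estimated correlation). These numbers depend on the setting: over the alternatives, from 1 to 8 genes of the Whorl list and from 1 to 6 of the Temperature list had a larger difference and from 2 to 6 of the Rain list a smaller one. The lists were drawn by the study from these arrays and are not independent evidence. Without replicate 2, the count of spots whose difference changed was 1398.

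**Figure D2:**
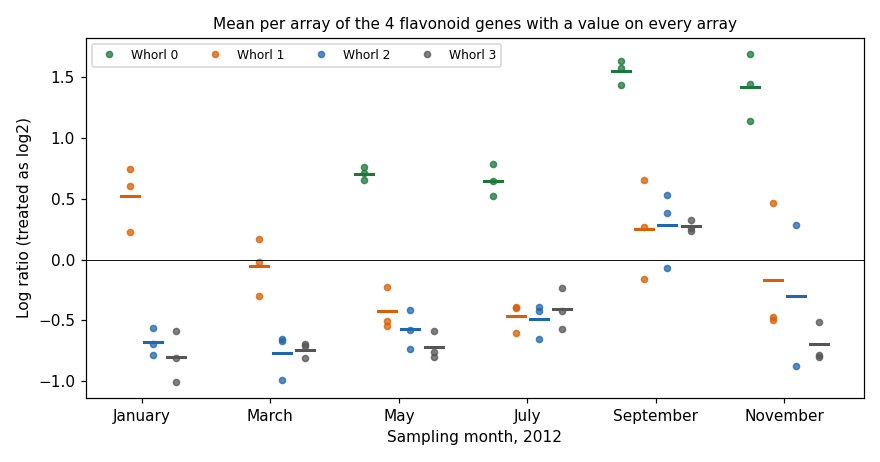
Mean log ratio (treated as log2) of the 4 flavonoid genes with a value on every array (all but Q21C21) by sampling month, with 1 point per array, colours for Whorls 0 to 3 and a bar at the mean of each group (2 arrays for November Whorl 2, otherwise 3). Whorl 0 lies above the older whorls in each of its 4 months, with means from 0.65 in July to 1.55 in September.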

In the green and tan modules the differences observed in gene expression in respect to Whorl 0 were more extended in time. 

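Most genes of the Temperature list were higher in the older needles in the warm months. In Whorls 1 to 3, elongation factor Q11E4, which brings aminoacyl-tRNA to the ribosome, had a mean of 0.97 in May, July and September and -0.49 in January, March and November, a difference of 1.46 ± 0.05 (SE; 27 of 27 warm arrays above the cold mean; adjusted p = 3e-27 from limma). Clathrin light chain Q22K3, a coat protein of transport vesicles, was higher by 1.04 ± 0.04, UDP-arabinose mutase Q6B3, which supplies arabinose for the cell wall, by 0.98 ± 0.04, and the glycolytic triose-phosphate isomerase Q7G9 by 0.80 ± 0.04. Of the Temperature list, 9 of 10 genes were higher in the warm months and 1 was lower, with the same counts adjusted over the list alone (adjusted p = 0.0119 with an estimated correlation in camera). The opposite profile was shown by 8 of 10 genes of the Rain list, which were lower in the warm months, with 1 higher and the same counts adjusted over the list alone (adjusted p = 0.235 with an estimated correlation). Without replicate 2 or 3, 6 were lower, and after quantile normalization 0 were higher. Among them, the desaturase Q11J18 differed by -1.31 ± 0.06 (SE; 27 of 27 warm arrays below the cold mean; adjusted p = 4.2e-25) and the hydroxymethylglutaryl synthase Q19M11, an enzyme of the mevalonate pathway, by -0.59 ± 0.05. Of the Whorl list, 5 of 9 genes were higher and 4 did not pass (adjusted p = 0.836 with an estimated correlation). Of the 6 genes of Table 3 that were tested, 2 were higher and 3 lower. The 3 of Table 3 that camera covers had adjusted p = 0.847 with an estimated correlation. These lists come from the same arrays and are not independent evidence. Over all 7276 spots tested, 2766 were higher and 2681 lower, but only 24 were higher and 24 lower by more than 1. After quantile normalization, 2377 were higher and 3053 lower, so that the balance of directions depends on the normalization. Spot Q11N8, which has no description, rose by 1.79, and Q5P21 fell by 2.08. The season contrast rests on 3 months of each kind, so arrays of a month are not independent for it.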

Two main temperature-related gene expression profiles were detected: one with higher levels from May to September than in November to March (blue, brown, pink, red, salmon, and yellow modules), and the other with the opposite profile (green-yellow, magenta, purple, and turquoise modules).

**Fig. 4.**
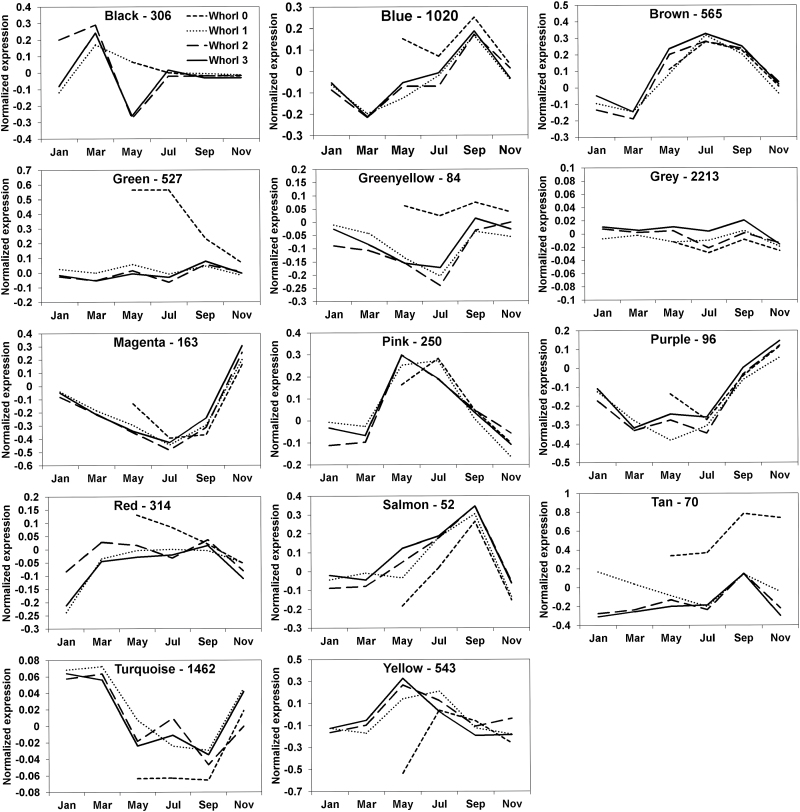
Mean expression profile of genes in each module. The gene expression profile for each whorl during the year is shown for each eigengene module. The number of genes included in each module is shown by its name. Whorls 0, 1, 2, and 3 are represented by dashed, dotted, broken, and continuous lines. Data are means of three values from the normalized microarray data.

### Relationship between gene co-expression modules and traits

Pearson correlations between the modules and specific traits are summarized in Fig. 5A. The traits are related to measurable variables intrinsic to each sample as the needle age, indicated by whorl, or the rainfall level in the month of the sample harvesting. Nineteen variables (Whorl, Temperature, Rain, and 16 metabolites) were significantly correlated (*P <* 0.05) with at least one module. The traits with higher significant correlations were Whorl, Temperature, Rain, and Sucrose. 

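The 10 genes of the tan module that Table 2 names were summarized as the mean of their standardized log2 ratios, which is not the eigengene of the whole module. Flavonoid hydroxylase Q21C21 had a value on 57 of the 65 arrays and is left out of the mean on the others. This mean fell with needle age, with r = -0.754 and rho = -0.745 against Whorl over 65 arrays (permutation p = 1e-05 for both, the smallest that 100000 permutations can give; adjusted p = 3e-05 over the family of module and trait pairs). Without the 2 arrays farthest from the median of the variable r was -0.742. Here and below, the other arrays of the same extreme whorl or month stay in. Such a value cannot show whether r rests on that whorl or month. Within Whorls 1 to 3, r was -0.470 over 53 arrays. The fall from Whorl 1 to Whorl 3 differed between months. In Whorls 1, 2 and 3 the mean was 0.75, -0.88 and -0.98 in January, but -0.56, -0.67 and -0.55 in July and 0.43, 0.39 and 0.36 in September. The same genes, among them chalcone synthases Q15M17 and Q18F13 and chalcone isomerase Q15K3, had r = 0.190 with Temperature (permutation p = 0.131) and r = 0.298 with Rain (permutation p = 0.0161, adjusted p = 0.0363; rho = 0.227, permutation p = 0.0684). Taken over the 6 monthly means of Whorls 1 to 3, r was 0.201 with Temperature (exact permutation p = 0.849) and 0.311 with Rain (exact permutation p = 0.533). Of all spots, 107 followed this mean at an absolute r of at least 0.7, and all 107 were correlated with Whorl at an adjusted p under 0.05. The genes were listed by the study for their correlation with Whorl on these arrays, so the value is not independent evidence.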

Whorl was highly correlated with the green, green-yellow, and tan modules (*P*-value < 0.01), but most strongly correlated with the tan module (0.71, *P*-value 3e-11). Temperature also had highly significant (*P*-value < 0.01) correlations with all the modules except the tan module, and was most strongly correlated with the brown module (0.88, *P*-value 1e-22). 

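The mean of the 8 brown genes named in Table 2 followed the temperature of the month, which, like rain, was read by eye from Fig. 1B. These genes include elongation factor Q11E4, initiation factor Q2A8, an RNA helicase of translation, triose-phosphate isomerase Q7G9 of glycolysis and ketol-acid reductoisomerase Q17J10 of branched-chain amino acid synthesis. Over 65 arrays, r was 0.9503 and rho 0.887 (permutation p = 1e-05 for both, the smallest possible with 100000 permutations; adjusted p = 3e-05), and r was 0.949 without the 2 arrays farthest from the median. Temperature has 1 value per month, and over the 6 monthly means of Whorls 1 to 3 r was 0.973 (exact permutation p = 0.00417). That test takes the months as exchangeable, although they are repeated harvests of the same trees in the order of the year. With Rain, the brown genes had r = -0.199 (permutation p = 0.113), and with Whorl -0.123 (permutation p = 0.332). The genes were picked by the study on the same arrays.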

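The 9 purple genes named in Table 2 include alcohol dehydrogenase Q17K21, which serves fermentation, the chaperones endoplasmin Q14J11 and heat shock protein Q17J7, the mitochondrial dicarboxylate carriers Q11D3 and Q12A19, and the auxin-responsive protein Q5C1, whose sign was turned. Their mean standardized log2 ratio had r = 0.898 and rho = 0.791 with Rain over 65 arrays (permutation p = 1e-05 for both, the smallest that can be reached with 100000 permutations; adjusted p = 3e-05). Without the 2 arrays farthest from the median r was 0.889, with the other arrays of November, the wettest of the months, still included. Over the 6 monthly means of Whorls 1 to 3 it was 0.924 (exact permutation p = 0.0125). With Temperature the same mean had r = -0.267 (permutation p = 0.0303, adjusted p = 0.0546), and with Whorl -0.180 (permutation p = 0.15). Table 2 lists the genes for their correlation with Rain on these arrays, so the value is not independent evidence.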

Rain had very significant correlations (*P*-value < 0.01) with the blue, green-yellow, magenta, pink, purple, tan, yellow, and grey modules, and the strongest correlation with the purple module (0.78, *P*-value 2e-14). Finally, sucrose content had highly significant correlations (*P*-value < 0.01) with the blue, brown, magenta, pink, red, salmon, and turquoise modules, and was most strongly correlated with the brown module (–0.5, *P*-value 2e-05). The relationships between the modules were also examined by generating a dendrogram and an adjacency heatmap, shown in Fig. 5B and C, respectively. The relationships of the modules with the variables considered are consistent with the correlations shown in Fig. 5A.

**Fig. 5.**
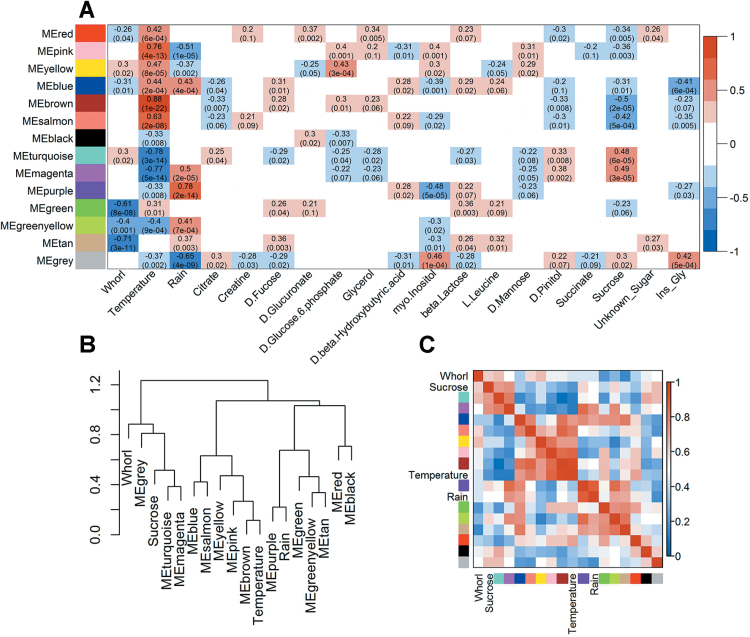
Correlations between eigengene modules, traits, and inter-module relationships. (A) Pearson correlations between the eigengene modules and metabolites, and Whorl, Temperature, and Rain, with *P*-values in parentheses. Only traits with at least one significant correlation (*P* < 0.05) with a module are presented. (B) Eigengene dendrogram. (C) Adjacency heatmap. Colours in the name positions refer to the modules’ names. Colours in the matrix boxes show the magnitude and direction of the correlations: intense blue and red indicate strong negative and positive correlations, respectively. High temperature is positively correlated with high gene expression. Older whorls are positively correlated with high levels of gene expression.

Relationships between the variables and the expression of individual genes were established through weighted correlation analysis (Supplementary Data S6). A summary of the correlations with the three main variables (Whorl, Temperature, and Rain) and *q*-values is illustrated in Fig. 6A–C, respectively, and the number of genes with significant correlations within each module is shown in Fig. 6D. They exhibited similar patterns to the module-variable correlations. The tan module had the strongest correlation with Whorl; most of the genes in the module (97%) were significantly correlated with this variable (Pearson’s *r* < –0.7), and it had the most significant mean *q*-value. The brown module had the highest number of significant correlations with Temperature, although only slightly more than several other modules (magenta, pink, salmon, and turquoise). Only four genes in this module had no significant correlations with Temperature. Moreover, more than 90% of the genes in the other four modules had significant correlations with Temperature. The purple module contained genes with the highest individual Rain correlations, but in terms of mean values the magenta module was nearly as strongly correlated with Rain. However, the mean *q*-value was much smaller for the purple module than for the other modules. All of the genes in the purple module had significant correlations with Rain. Of the three main variables, Temperature was significantly correlated with the highest number of genes (4073, 53.14% of the total), followed by Rain (2013, 26.26%) and Whorl (1083, 14.13%).

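Temperature was correlated with 5133 of 7809 spots (65.7%) at an adjusted p under 0.05, 2590 positively and 2543 negatively. Rain was correlated with 2503 spots (32.1%), 1200 positively and 1303 negatively, and Whorl with 1691 spots (21.7%), 751 positively and 940 negatively. Of these, 1503 spots were shared between Temperature and Rain, 1013 between Temperature and Whorl and 489 between Rain and Whorl. An absolute r above 0.7 was reached by 782 spots for Temperature, by 84 for Rain and by 25 for Whorl, of which 22 were negative. All 10 genes that Table 2 gives for each variable were correlated with it. These counts use Pearson correlations with Benjamini-Hochberg adjustment, since the weighted correlations of the study need a package that was not available. With Storey q-values under 0.05, the kind the study used, the counts were 6112 for Temperature, 3238 for Rain and 2674 for Whorl. With the weather of the month before, which leaves out January, Temperature was correlated with 3996 and Rain with 1833 of 7729 spots. Over the 6 monthly means of Whorls 1 to 3, with 1 value per month, 3 spots were correlated with Temperature and 0 with Rain by the same test, and 1727 and 358 at an unadjusted p under 0.05. Within Whorls 1 to 3, 42 spots were correlated with Whorl, and with month as a covariate over all whorls 2698; without replicate 1, 2 or 3 of every group the number was 785, 685 and 678, and without replicate 1 Rain had 1624. From Fig. 1 and Fig. 4 to Fig. 7, the paper proposes in its discussion that temperature has the main influence on the transcript profiles of the needles.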

**Fig. 6.**
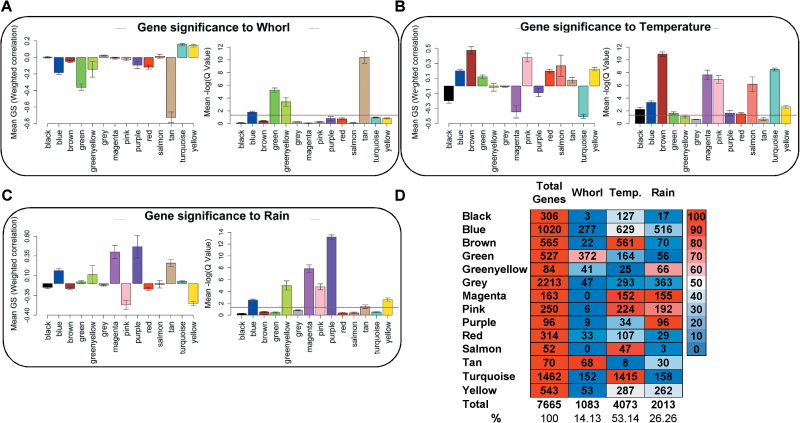
Summary of individual gene-weighted correlations with Whorl, Temperature, and Rain. (A) Means of the weighted correlations between genes and Whorl. (B) Means of the weighted correlations between genes and Temperature. (C) Means of the weighted correlations between genes and Rain. Error bars show standard errors of the samples. Means of the –log10 (*q*-values) of the weighted correlations for each module are shown. The horizontal red line indicates the threshold-significant *q*-value (1.3, the log10 equivalent of 0.05). The bar colours indicate the eigengene modules’ names. (D) Summary of significant weighted correlations (*q*-value < 0.05) between the individual genes and variables. Colours indicate percentages of genes in each eigengene module that have significant correlations with a trait. Intense blue and red indicate low and high numbers of significant correlations, respectively.

Ten genes displaying the most significant correlations with each selected variable are listed in Table 2. Genes with the highest correlations to Whorl displayed negative values (<–0.9) and belonged to the tan module. Most of them encode flavonoid metabolism enzymes. 

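Flavonoid genes were negatively correlated with needle age from Whorl 0 to Whorl 3. Chalcone synthase Q15M17 had r = -0.738 and rho = -0.672 with Whorl over 65 arrays, -0.762 within months and -0.438 within Whorls 1 to 3. Its mean was 1.18 ± 0.27 (SD, n = 3) in Whorl 0 and -0.43 ± 0.05 (SD, n = 3) in Whorl 3 of November. Flavonoid hydroxylase Q21C21 had r = -0.724 over the 57 arrays with a value. Geranylgeranyl diphosphate synthase Q10C3, an enzyme of terpenoid synthesis, had the largest absolute r of the 10, with r = -0.791 and rho = -0.777, -0.847 within months and -0.600 within Whorls 1 to 3. The protein-binding protein Q16H14 had the smallest, r = -0.672. For both r and rho of all 10 genes the permutation p was 1e-05, the smallest that 100000 permutations can give (adjusted p = 3.31e-05 for r and 3.49e-05 for rho over 129 correlations of named genes). Leaving out the 2 arrays farthest from the median gave r = -0.724 for Q15M17 and -0.779 for Q10C3. All 10 genes were among the 100 spots with the largest absolute r, and 1 was among the top 10, of which 8 were negative. The spot with the largest absolute r, Q11L15 (-0.845), and the largest positive one, Q4I23 (0.822), have no description in the paper's text or tables. The Whorl genes were chosen by the study on these arrays.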

The genes most strongly correlated with Temperature also had very strong correlations (> 0.91); all except two (encoding proteins involved in translation: the elongation factor 1-alpha or the initiation factor 4a) belong to the brown module. 

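Elongation factor Q11E4 followed the temperature of the month, with r = 0.906 and rho = 0.875 over 65 arrays and r = 0.901 without the 2 arrays farthest from the median. Within the 3 warm and the 3 cold months, r was 0.365 and 0.523. The exonuclease domain protein Q16E20 had the largest r of the 10 genes, 0.930 (rho = 0.884), with 0.792 within the warm months and 0.238 within the cold months. The pectin methylesterase-like protein Q17N23, of a family that modifies cell walls, had r = 0.885, with 0.515 within the warm and -0.0911 within the cold months. Spot Q3A4 had the only negative value, r = -0.875 (rho = -0.827), with -0.286 and -0.338. Permutation p was 1e-05 for r and rho of each of the 10 genes, the smallest that 100000 permutations can give (adjusted p = 3.31e-05 for r over 129 correlations). Over the 6 monthly means of Whorls 1 to 3, r was 0.958 for Q11E4 (exact permutation p = 0.0111) and 0.977 for Q16E20 (exact permutation p = 0.00694). Over the family of 86 monthly correlations no adjusted p was below 0.127. The methods of the paper name the former monthly mean temperature, while its results describe the rainfall trait as that of the month of harvest, which was taken here for both. With the temperature of the month before, over the 56 arrays from March to November, r was 0.7073 for Q11E4, 0.488 for Q16E20, 0.390 for Q17N23 and -0.552 for Q3A4. The split into warm and cold months was made after the values were seen. Of the 10 genes, 5 were among the 10 spots with the largest absolute r, led by Q11M3 (0.934), and all 10 among the top 100. The genes were chosen by the study on these arrays.

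**Figure D3:**
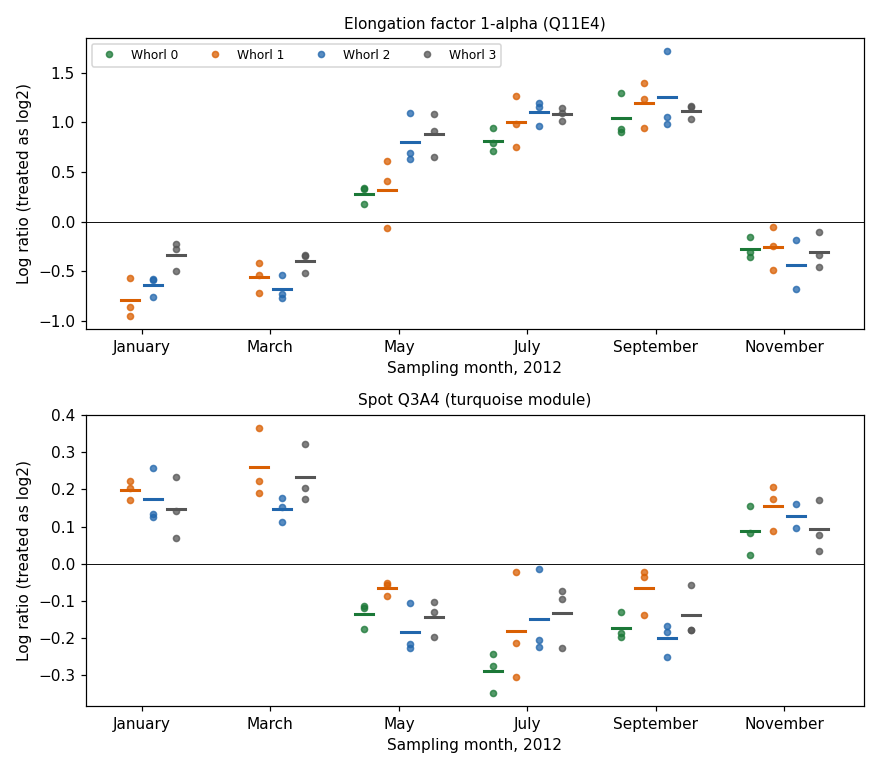
Log ratio (treated as log2) of elongation factor 1-alpha Q11E4 (upper panel) and of spot Q3A4 (lower panel) on each array by sampling month, with colours for Whorls 0 to 3 and a bar at the mean of each group. In Whorl 3, the mean of Q11E4 is -0.33 in January and 1.12 in September, and Q3A4 lies at 0.15 in January and -0.14 in September.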

Finally, the genes most strongly correlated with Rain had correlations higher than 0.91; nine belonged to the purple module and all of them were positively correlated with Rain except for a gene encoding an auxin-responsive protein.

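Alcohol dehydrogenase Q17K21, an enzyme of fermentation, had r = 0.838 and rho = 0.695 with Rain over 65 arrays and r = 0.826 without the 2 arrays farthest from the median, with 0.649 within the warm months and 0.929 within the cold months. The auxin-responsive protein Q5C1 was the single negative gene and had the largest absolute r of all spots, r = -0.864 (rho = -0.606; r = -0.850 without the 2 arrays), with -0.691 and -0.903. It had a mean of 1.97 ± 0.08 (SD, n = 3) in Whorl 3 of March and -0.69 ± 0.29 (SD, n = 3) in Whorl 3 of November. The chaperone endoplasmin Q14J11 had r = 0.835 and the heat shock protein Q17J7 0.785. Hydroxymethylglutaryl synthase Q19M11 had the smallest r of the 10, 0.748, with 0.847 within the warm and 0.778 within the cold months. The permutation p of r and rho was 1e-05 for all 10, the smallest that 100000 permutations can give (adjusted p = 3.31e-05 for r over 129 correlations). Over the 6 monthly means of Whorls 1 to 3, r was 0.955 for Q17K21 (exact permutation p = 0.0167) and -0.890 for Q5C1 (exact permutation p = 0.0264), and neither passed after adjustment over 86 monthly correlations (adjusted p = 0.127 and 0.133). With the rain of the month before, r was 0.611 for Q17K21 and -0.707 for Q5C1 over the 56 arrays from March to November. Of the 10 genes, 4 were among the 10 spots with the largest absolute r, and all 10 among the top 100. Table 2 was drawn from the same arrays, so these values are not independent evidence.

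**Figure D4:**
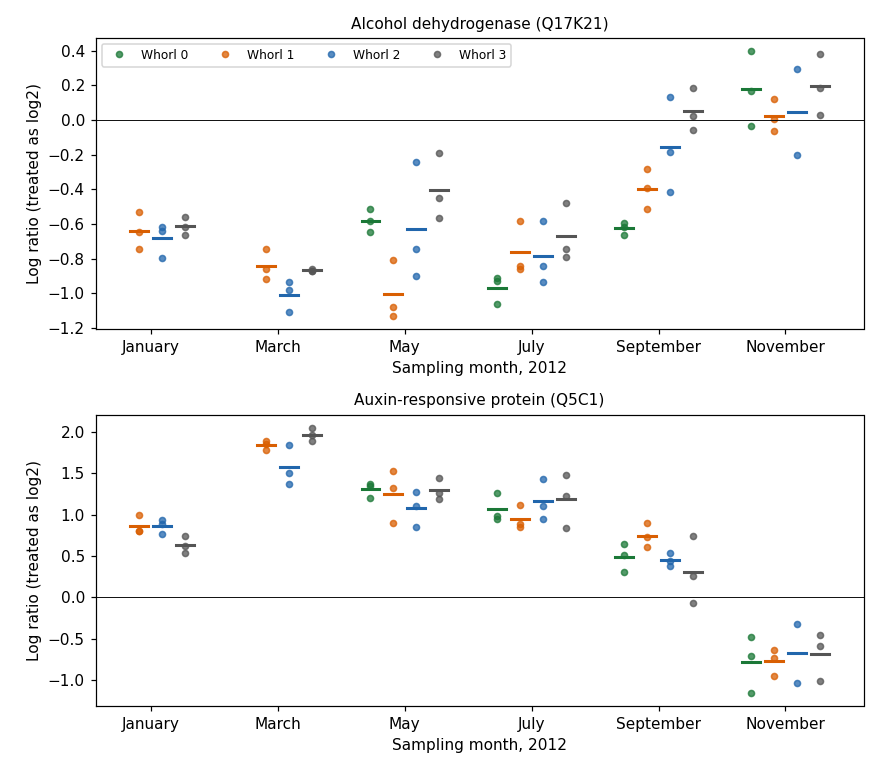
Log ratio (treated as log2) of alcohol dehydrogenase Q17K21 (upper panel) and of the auxin-responsive protein Q5C1 (lower panel) on each array by sampling month, with colours for Whorls 0 to 3 and a bar at the mean of each group. In Whorl 3 the mean of Q17K21 is -0.87 in March and 0.20 in November, and that of Q5C1 is 1.97 and -0.69.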

**Table 2.** Genes most correlated with Whorl, Temperature and Rain

Genes most correlated with Whorl					
Array spot	SustainPine3 ID	Description	WGCNA module	q-value	Correlation
Q17L11	sp_v3.0_unigene5895	Armadillo beta-catenin repeat family protein	Tan	< 2.4E–14	–0.92
Q15M17	sp_v3.0_unigene35734	Chalcone synthase	Tan	< 2.4E–14	–0.92
Q18F13	sp_v3.0_unigene17242	Chalcone synthase	Tan	< 2.4E–14	–0.92
Q17O7	sp_v3.0_unigene30516	40S ribosomal protein	Tan	< 2.4E–14	–0.92
Q21C21	sp_v3.0_unigene126627	Flavonoid-3’-5’-hydroxylase	Tan	< 2.4E–14	–0.91
Q15K3	sp_v3.0_unigene19098	Chalcone isomerase	Tan	< 2.4E–14	–0.91
Q13K2	sp_v3.0_unigene25267	Cop9 complex	Tan	< 2.4E–14	–0.91
Q15G15	sp_v3.0_unigene209189	Flavanone 3-hydroxylase	Tan	< 2.4E–14	–0.91
Q16H14	sp_v3.0_unigene16571	Protein-binding protein	Tan	< 2.4E–14	–0.90
Q10C3	sp_v3.0_unigene17073	Geranylgeranyl diphosphate synthase	Tan	< 2.4E–14	–0.90
Genes most correlated with Temperature					
Array spot	SustainPine3 ID	Description	WGCNA module	q-value	Correlation
Q1K1	sp_v3.0_unigene33933	Unknown protein	Brown	<2.221E–16	0.92
Q17J10	sp_v3.0_unigene11216	Ketol-acid reductoisomerase	Brown	<2.221E–16	0.92
Q6B3	sp_v3.0_unigene13258	UDP-arabinose mutase	Brown	<2.221E–16	0.92
Q11E4	sp_v3.0_unigene1012	Elongation factor 1-alpha	Brown	<2.221E–16	0.92
Q22K3	sp_v3.0_unigene18174	Clathrin light chain protein	Brown	<2.221E–16	0.92
Q2A8	sp_v3.0_unigene16921	Eukaryotic initiation factor 4a	Brown	<2.221E–16	0.92
Q16E20	sp_v3.0_unigene142382	3’-5’-Exonuclease domain-containing protein	Brown	<2.221E–16	0.92
Q7G9	sp_v3.0_unigene17036	Triose-phosphate isomerase	Brown	<2.221E–16	0.92
Q17N23	sp_v3.0_unigene4297	Pectin methylesterase-like protein	Pink	<2.221E–16	0.91
Q3A4	sp_v3.0_unigene127113	NA	Turquoise	<2.221E–16	–0.91
Genes most correlated with Rain					
Array spot	SustainPine3 ID	Description	WGCNA module	q-value	Correlation
Q2I24	sp_v3.0_unigene30572	NA	Purple	<1.22E–14	0.94
Q14J11	sp_v3.0_unigene23635	Endoplasmin precursor	Purple	<1.22E–14	0.94
Q5C1	sp_v3.0_unigene37920	Auxin-responsive protein	Purple	<1.22E–14	–0.93
Q15E22	sp_v3.0_unigene7072	Aminoalcoholphosphotransferase 1	Purple	<1.22E–14	0.93
Q19M11	sp_v3.0_unigene7897	3-Hydroxy-3-methylglutaryl synthase	Purple	<1.22E–14	0.92
Q17K21	sp_v3.0_unigene17339	Alcohol dehydrogenase	Purple	<1.22E–14	0.92
Q11J18	sp_v3.0_unigene476	Fatty acid/sphingolipid desaturase	Magenta	<1.22E–14	0.92
Q17J7	sp_v3.0_unigene17840	Heat shock protein 70	Purple	<1.22E–14	0.92
Q11D3	sp_v3.0_unigene18735	Mitochondrial dicarboxylate carrier	Purple	<1.22E–14	0.91
Q12A19	sp_v3.0_unigene34840	Mitochondrial dicarboxylate carrier	Purple	<1.22E–14	0.91

### Validation of expression analysis

The high-throughput expression analysis was validated using RT-qPCR and primers for some of the genes most significantly associated with the variables considered (Table 3). 

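Hexose transporter Q13B15, which moves sugars across membranes, was more abundant in the cold months, at -0.02 against -0.33 in the warm months in Whorls 1 to 3 (difference -0.31 ± 0.03, SE; 27 of 27 warm arrays below the cold mean; adjusted p = 5.9e-15 from limma). Its r with Temperature was -0.868 (rho = -0.867), with -0.538 within the warm months and -0.159 within the cold months, while with Rain it was 0.175 (permutation p = 0.162). The transcription factor Myb5 Q7N23 had r = -0.532 with Temperature (rho = -0.625) and -0.531 with Rain (rho = -0.343) over 61 arrays, and CRK1 Q7F2 had -0.603 (rho = -0.701) and -0.466 (rho = -0.341) over 56 arrays. The subtilase Q14O21, a protease, had r = -0.669 with Whorl (rho = -0.607) and 0.543 with Temperature (rho = 0.534) over 40 arrays, and was higher in Whorl 0 than in the older whorls by 0.57 ± 0.12 in May (SE; adjusted p = 2.9e-04; 0.30 and adjusted p = 0.0886 after quantile normalization). The aspartic proteinase Q16J12 had r = 0.388 with Temperature (rho = 0.382) and -0.345 with Whorl (rho = -0.361) over 55 arrays. The AP2 ERF domain protein Q11C18 had r = 0.590 with Temperature (rho = 0.666) over 36 arrays. Permutation p was at most 0.0110 for each of these r and rho other than that of Q13B15 with Rain, and the adjusted p over 129 correlations was at most 0.0221 for r. Together with spot Q13C16, which has no description, 5 of these 7 genes had an adjusted p under 0.05 with a pair of the variables Whorl, Temperature and Rain when single arrays were permuted. Temperature and Rain have 1 value per month, and over the 6 monthly means of Whorls 1 to 3 none of the 7 genes passed with either after adjustment over 86 monthly correlations, the smallest adjusted p being 0.127. The unadjusted exact permutation p with Temperature was 0.00556 for Q13B15, 0.0292 for Q11C18 and 0.0375 for Q13C16, but 0.0778 for Q7F2, 0.124 for Q7N23, 0.126 for Q16J12 and 0.368 for Q14O21, and that with Rain was 0.338 for Q7F2 and 0.308 for Q7N23. Sucrose, the further variable for most of them, was not among the deposited values.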

The selected genes showed significant correlations with at least two variables. As shown in Supplementary Figure S7, most of the RT-qPCR results correlate well with the microarray data, displaying no significant deviations except for a few genes.

**Table 3.** Genes used for microarray validation RT-qPCRs and their significant correlations with variables Whorl, Temperature, Rain, and Sucrose

Array spot	SustainPine3 ID	Description	WGCNA module	Whorl	Temperature	Rain	Sucrose
Q7F2	sp_v3.0_unigene5645	CRK1 protein	Blue		Temp.	Rain	Sucrose
Q7N23	sp_v3.0_unigene210278	Myb5	Blue		Temp.	Rain	
Q11C18	sp_v3.0_unigene17872	AP2 ERF domain-containing protein	Red		Temp.		Sucrose
Q11E4	sp_v3.0_unigene1012	Elongation factor 1-alpha	Brown		Temp.		Sucrose
Q13B15	sp_v3.0_unigene599	Hexose transporter	Magenta		Temp.		Sucrose
Q13C16	sp_v3.0_unigene17589	NA	Turquoise		Temp.		Sucrose
Q14O21	sp_v3.0_unigene5704	Subtilase family protein	Red	Whorl	Temp.		Sucrose
Q15M17	sp_v3.0_unigene35734	Chalcone synthase	Tan	Whorl		Rain	
Q16J12	sp_v3.0_unigene7250	Aspartic proteinase nepenthesin I	Red				Sucrose
Q21C21	sp_v3.0_unigene126627	Flavonoid-3’-5’-hydroxylase	Tan	Whorl			

### Functional gene-enrichment analyses

The biological significance of the gene co-expression modules was analysed by SEA of the GO terms assigned to genes in each module. The entire results of the SEA are shown in Supplementary Data S7. The GO terms for biological processes found to be enriched in each module are presented in Supplementary Data S7 (no data for the green-yellow, magenta, red, and salmon modules are presented since no significant enrichment of these terms was detected in them). A Mapman visualization of the metabolic functions represented in each module is presented in Fig. 7. The module with the most clearly defined function is the yellow module, which consists of genes involved in metabolic processes related to light and photosynthesis.

**Fig. 7.**
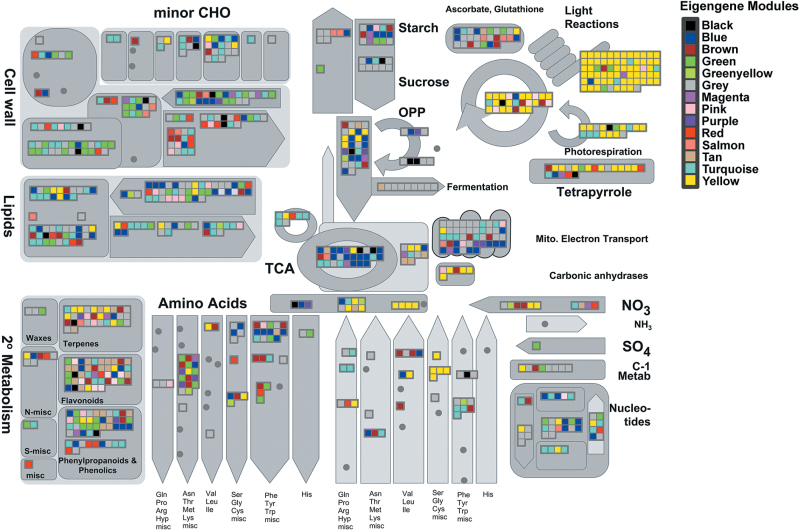
Overview of metabolism in the needles, indicating metabolic functions of the eigengene modules. The Mapman image shows metabolic functions assigned to genes in each module. Colours in the boxes indicate specific functions assigned to specific modules.

The blue, brown, turquoise, and yellow modules are all involved in protein metabolism (ribosomes, translation, transport, and degradation for blue; degradation and transport for brown; synthesis for yellow; and transport for turquoise). Moreover, the blue, brown, and yellow modules are also related to carbon metabolism (lignin, sterol, and fatty acid biosynthesis for blue; carbohydrate and lipid metabolism for brown; and glycolysis, monocarboxylic acid, and carboxylic acid catabolism for yellow). The blue module also seems to be involved in responses to external stimuli (cold, heat, salt, cadmium, and reactive oxygen species) and energy metabolism (ATP synthesis coupled to proton transport). The turquoise module shows enrichment in cell development and intracellular transport terms, while the black module is related to development and Golgi vesicle transport. The pink and purple modules are related to processes that are more clearly defined in the purple module (responses to oxidative, cold, and osmotic stresses and hormone stimuli). Finally, the green and tan modules showed overrepresentation of genes of the flavonoid biosynthesis pathway and (in the green module) functions associated with flavonoids (e.g. light and wounding responses), lignin and cell wall biosynthesis, cell growth, and responses to cold stress and water deprivation

The tan group was the only module with no significant Temperature correlation, but it was highly correlated with Whorl. It contains a relatively low number of genes but includes genes encoding the main enzymes of the KEGG flavonoid biosynthesis pathway (ko00941), and together with the green module provides most of this pathway (Supplementary Figure S8). These two modules also provide nearly all of the key enzymes of the shikimate/phenylalanine (ko00400) and phenylpropanoid (ko00940) pathways (Supplementary Figure S8). Placement of the two modules’ genes in the KEGG biosynthesis of secondary metabolites map (ko01110) also showed that the terpenoid backbone pathway is represented in them (Supplementary Figure S9). The green and tan modules also include genes for transcription factors, suggesting they may be involved in regulation of the phenylpropanoid, flavonoid, and terpenoid biosynthetic pathways. Good candidates in the green and tan modules were genes encoding the R2R3-Myb transcription factors Q11F13 and Q16P17, since members of the R2R3-Myb family regulate these metabolic pathways in conifers (Bedon *et al.*, 2010).

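The R2R3-Myb transcription factors Q11F13 and Q16P17 were both higher in Whorl 0 in July, Q11F13 also in May, and Q16P17 also in September and November. Q11F13 was higher than in the older whorls by 0.41 ± 0.07 in May (SE, n = 3 arrays of Whorl 0; adjusted p = 6.2e-07 from limma) and by 0.67 ± 0.07 in July (adjusted p = 7e-12), with 3 of 3 arrays above the older mean, and the difference was 0.19 in September (adjusted p = 0.0571) and 0.11 in November (adjusted p = 0.507). Q16P17 had a difference of -0.03 in May (adjusted p = 0.696), was higher by 0.22 ± 0.07 in July (adjusted p = 0.0071), by 0.50 ± 0.07 in September (adjusted p = 1.1e-07) and by 0.49 ± 0.07 in November (adjusted p = 2.7e-07), again with 3 of 3 arrays above the older mean in these 3 months. The change in the difference between May and November was -0.30 ± 0.09 for Q11F13 (adjusted p = 0.0094) and 0.53 ± 0.09 for Q16P17 (adjusted p = 1.2e-05). The September difference of Q11F13 passed with only the groups compared (adjusted p = 0.0226) and with a random block of pool within month, chosen after the result was seen (adjusted p = 0.0227). The change of Q11F13 missed the threshold after quantile normalization (-0.13, adjusted p = 0.488), with only the groups compared (adjusted p = 0.0638) and without replicate 1 or 3 (adjusted p = 0.0581 and 0.0809), and the July difference of Q16P17 did so without replicate 2 (0.17, adjusted p = 0.219). With Whorl, Q11F13 had r = -0.572 (rho = -0.501; within Whorls 1 to 3, r = -0.223) and Q16P17 r = -0.615 (rho = -0.573; within Whorls 1 to 3, r = -0.340), with a permutation p of 1e-05 for r (3e-05 and 1e-05 for rho), of which 1e-05 is the smallest that 100000 permutations can give (adjusted p = 3.31e-05). Without the 2 arrays farthest from the median these were -0.529 and -0.625. With the mean of the 10 tan genes of Table 2 over all arrays, r was 0.433 for Q11F13 and 0.693 for Q16P17.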

## Discussion

### Metabolite profiles

In this work we examined both seasonal and developmental changes in metabolite and transcriptome profiles in needles of adult maritime pine trees growing in natural conditions. The results reflect the complex interactions between developmental processes and environmental adaptations of conifer trees in nature. The metabolite profiles of the needles mainly changed with developmental stage, and thus the whorl in which they were located, from the youngest to the oldest (Fig. 2, Supplementary Figure S4). However, the accumulation pattern of sucrose and some other metabolites seems also to be affected by the environmental conditions. Therefore, developmental time appears to be a long-term variable that strongly influences metabolite levels, suggesting that metabolic processes are similar in all whorls.

Levels of an important group of metabolites, mainly involved in C1 and redox metabolism, seem to decrease with increases in needle age, most clearly in the oldest, third whorl (Fig. 2, Table 1). One of these metabolites, betaine, has been intensively studied in herbaceous plants due to the importance of its roles as a ‘compatible solute’ in resistance to abiotic stresses such as salinity and photoinhibition (Chen and Murata, 2011). Little is known about the roles of betaine in conifers, but it seems to be related to *S*-adenosyl-methionine metabolism (Mayne *et al.*, 1996). This possibility is nicely supported by the observed relationship between betaine and methionine levels (Fig. 2). Moreover, our results suggest the involvement of these two metabolites in methyl-THF metabolism. We have found strong correlations between these particular metabolites and genes encoding methylenetetrahydrofolate dehydrogenase (Q10D23; MTHFD, EC 1.5.1.5) and serine hydroxymethyltransferase (Q1E13; SHMT, EC 2.1.2.1) (Supplementary Data S8). All these results suggest that both metabolites could be involved in the formation of the cell wall through metabolism of the methyl-THF. Accordingly, SHMT activity is essential for methyl-THF regeneration during lignification in maritime pine (Villalobos *et al.*, 2012). Betaine could also be involved in protecting cells in the younger needles from various stresses. The observed reductions in the levels of methionine-related metabolites in the older needles also suggest a role in photosynthesis or responses to oxidative stress consistent with reported reductions in photosynthetic rates in older needles of *P. pinaster* (Warren, 2005).

In contrast, carbon metabolism seems to be affected by long-term factors that increase levels of the main carbon metabolites as whorls age. This may be because young whorls have high metabolic rates and hence highly dynamic carbohydrate catabolism while, in contrast, old whorls may assimilate surplus carbon and play a role as metabolite stores. This is consistent with two of the strongest correlations detected, between the expression of a gene encoding a hexose transporter and the relative abundances of sucrose and pinitol (Supplementary Data S8). The putative storage role is also supported by reported reductions in photosynthetic rates with ageing in *P. pinaster* needles (Warren, 2005). Furthermore, Rubisco activity is downregulated during aging, in accordance with its postulated role as a nitrogen store (Gezelius and Hallén 1980, Näsholm and Ericsson, 1990; Stitt and Schulze, 1994; Warren, 2005; Galindo-González *et al.*, 2012). The observed profiles of sugars and methionine-related metabolites also suggest they play coordinated metabolic roles during ageing of maritime pine needles. Notably, pinitol is a ‘compatible solute’ involved in tolerance to osmotic and oxidative stresses in plants (Simard *et al.*, 2013), and sucrose has cryoprotectant and osmoprotectant functions during overwintering (Galindo-González *et al.*, 2012). In this sense, the accumulation patterns of sucrose and some other metabolites also reflect potential roles in the winter acclimation or in the responses to the environment or physiological status.

### Transcript profiles

Our data indicate that developmental stage is the main determinant of metabolite levels in maritime pine needles, but temperature is the main variable influencing their transcriptome profiles (Fig. 1, 4–7). The abundance of transcripts increased in the warmer months, particularly transcripts involved in photosynthesis (yellow module) and carbohydrate metabolism (yellow, blue, and brown modules) (Fig. 4, Supplementary Data S7). These findings are consistent with well established seasonal shifts in rates of photosynthesis in response to changes in temperature (Medlyn *et al.*, 2002; Öquist and Huner, 2003; Ensminger *et al.*, 2004; Gea-Izquierdo *et al.*, 2010). In addition, there were coordinated shifts in metabolic pathways related to photosynthesis. Notably, increases in temperature induced increases in transcripts of genes encoding enzymes involved in photorespiration and nitrogen metabolism included in the yellow module, such as alanine-glyoxylate aminotransferase (*AGT*, EC 2.6.1.44), serine hydroxymethyltransferase (*SHMT*, EC 2.1.2.1), and the P-protein of the glycine decarboxylase complex (*GLDP*, EC 1.4.4.2) (Fig. 7, Supplementary Data S7). These data corroborate findings we have previously reported regarding the differential regulation of *GS* genes. For example, GS1a (EC 6.3.1.2), a cytosolic GS responsible for reassimilation of ammonium released during photorespiration in photosynthetic cells (Cantón *et al.*, 1999; Cánovas *et al.*, 2007) was present in the yellow module, together with genes involved in photosynthesis and photorespiration. The results reported here also support the key role of GS1b in amino acid and secondary metabolism (Avila *et al.*, 2001; Cánovas et al, 2007; Craven-Bartle *et al.*, 2013) as part of the brown module, which is enriched in genes associated with aromatic amino acid biosynthesis (Fig. 7, Supplementary Data S7). Even though the changes in the transcript profiles were well correlated with the temperature, other factors may influence gene expression. For example, the photoperiod can induce changes in the expression of certain genes assigned to temperature. However, it is very difficult to distinguish between photoperiod- or temperature-induced effects due to their parallel evolution during the year (Supplementary Figure S2). It is well documented that photoperiod and temperature have interconnected influence over physiological and metabolic processes in plants (Öquist and Huner 2003; Verhoeven, 2014).

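Day length at the harvest dates, computed from the dates and the position of the site, was 10.3 h in January, 12.5 h in March, 14.5 h in May, 14.1 h in July, 11.8 h in September and 9.83 h in November. Over the 6 months it had r = 0.693 with the mean temperature (exact permutation p = 0.140). Elongation factor Q11E4 had a monthly r of 0.958 with temperature and 0.619 with day length in Whorls 1 to 3, and spot Q3A4 had -0.946 and -0.666. Hydroxymethylglutaryl synthase Q19M11 went the other way, with -0.624 for temperature and -0.954 for day length, as did the Myb gene Q16P17, with 0.172 and 0.816. Of 7713 spots, 4899 (63.5%) had the larger absolute r with temperature and 2814 with day length, and an absolute r above 0.9 was reached by 623 and 268. With 6 monthly values these counts have no test.
September and March are close in day length and far apart in temperature. In Whorls 1 to 3, 2538 spots were higher in September than in March and 2670 lower of 7463 tested with limma (2183 and 3016 after quantile normalization). Of the Temperature list, 9 of 10 genes were higher and 1 was lower, with the same counts adjusted over the list alone (adjusted p = 0.0594 with an estimated correlation), among them Q11E4 by 1.73 ± 0.09 (SE, 9 of 9 September arrays above the March mean; adjusted p = 4.3e-21). Of the Rain list, 8 were higher and 1 lower, and all 10 genes of the Whorl list were higher (adjusted p = 0.232 and 0.492 with an estimated correlation). September and May are close in temperature and differ in day length, and 2102 spots were higher in September and 1810 lower of 7432 (1901 and 1949 after quantile normalization). Here only Q11E4 of the Temperature list was higher, by 0.52 ± 0.09, 3 were lower (1 to 5 over the alternatives) and 6 did not pass (adjusted p = 0.687 with an estimated correlation), while 9 of 10 genes of the Rain list were higher and 1 lower (adjusted p = 0.0853 with an estimated correlation). The 8 genes of the Whorl list that were higher in September than in May of 9 tested include flavanone hydroxylase Q15G15, by 1.04 ± 0.12 (adjusted p = 0.345 for the list with an estimated correlation). The study picked the lists on these arrays, so they are not independent evidence. These months also differ in rain and in the age of the needles.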

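Spot Q3A4, the turquoise gene of Table 2, was higher in the cold months in needles of every age. In Whorls 1 to 3 its mean was 0.17 in January, March and November and -0.14 in May, July and September, a difference of -0.31 ± 0.02 (SE; 27 of 27 warm arrays below the cold mean; adjusted p = 2.3e-18 from limma). In Whorl 0 it was 0.09 ± 0.07 (SD, n = 3) in November against -0.29 ± 0.05 (SD, n = 3) in July. The paper's tables give no description for it. Of the network clusters described with the modules, the largest, which holds Q3A4, had 350 of its 351 spots correlated with Temperature at an adjusted p under 0.05. Spot Q13C16, the other turquoise gene that the paper names, had a positive r with Temperature, 0.771 (rho = 0.709, permutation p = 1e-05 for both, the smallest that 100000 permutations can give; adjusted p = 3.31e-05 over 129 correlations) over the 35 arrays with a value. Within the warm and the cold months it had r = 0.568 and 0.286, and over the 6 monthly means of Whorls 1 to 3 r = 0.864 (exact permutation p = 0.0375, adjusted p = 0.161).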

Interestingly, the expression of an important group of genes in the turquoise module increased under low temperature (Fig. 4, Supplementary Data S7). These genes may participate in the maintenance of basal cellular functions when photosynthetic rates are low, or in general adaptations to cold conditions, as previously reported in stems of *P. glauca* during preparation for overwintering (Galindo-González *et al.*, 2012) or in *P. sitchensis* (Grene *et al.*, 2012; Collakova *et al.*, 2013). Upregulation of glycolysis, the TCA cycle, oxidative phosphorylation, and other energy-generating pathways during winter is essential for plants to survive the reductions in photosynthetic generation of ATP (Ophir *et al.*, 2009; Grene *et al.*, 2012, Galindo-González *et al.*, 2012; Collakova *et al.*, 2013). Functional enrichment in the turquoise module suggests that it is involved in associated metabolic reorganization during the winter (Supplementary Data S7), including adaptation of carbohydrate metabolism and oxidative phosphorylation (Supplementary Data S7 and Fig. 7). The module may also participate in shifts in lipid metabolism (Fig. 7) linked to observed changes in the lipid composition of cellular membranes in response to cold conditions in pines (Roden *et al.*, 2009).

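Between November and January, both cold months that differ in rainfall, genes of the Rain list were higher in the wetter month. In Whorls 1 to 3, 9 of its 10 genes were higher in November and 1 was lower, with the same counts adjusted over the list alone and a median difference of 0.65 (adjusted p = 0.0119 with an estimated correlation in camera). The desaturase Q11J18 was higher by 1.47 ± 0.10 (SE, 8 of 8 November arrays above the January mean; adjusted p = 1.9e-16 from limma), alcohol dehydrogenase Q17K21 by 0.73 ± 0.08, endoplasmin Q14J11 by 0.72 ± 0.07 and the dicarboxylate carrier Q11D3 by 0.64 ± 0.07. The auxin-responsive protein Q5C1 differed by -1.501 ± 0.106 (adjusted p = 1.3e-15). Of the Temperature list, 1 gene was higher, Q11E4 by 0.26 ± 0.10 (adjusted p = 0.0282; 0.0868 with all 66 arrays), and 9 did not pass (adjusted p = 0.739 with an estimated correlation), and of the Whorl list 1 was lower and 9 did not pass (adjusted p = 0.836 with an estimated correlation); adjusted over the list alone, neither list had a gene that passed. Without replicate 1 or 2 no gene of either list passed, and without replicate 3 there were 2 higher of the Temperature list and 7 lower of the Whorl list. Over all spots, 1483 were higher in November and 1687 lower of 7519 tested. The genes of the Rain list were chosen on these arrays and are not independent evidence, and each month is a single harvest.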

The purple module correlated most strongly with rainfall, and all genes in the module correlated significantly with rainfall (Fig. 5 and 7), suggesting that it is heavily involved in responses to shifts in water status and availability. The module also included several genes related to drought stress, such as one encoding an auxin-responsive protein (Q1J15). Furthermore, it was functionally enriched in oxidative stress-response genes, which could have been partially due to the coincidence of rainfall with low temperature periods during our study period (Supplementary Data S7). However, winter cold and desiccation stresses or over-excitation of photosystem II can result in oxidative stress (Öquist and Huner, 2003), providing another possible reason for the linkage. 

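Transcripts of Q1J15 were lowest in November, the month with the most rain of the 6, but did not follow rainfall in every month. Its mean in Whorl 3 was 0.23 ± 0.10 (SD, n = 3) in January, a dry month, 1.20 ± 0.08 in March, 0.95 ± 0.05 in May, 0.90 ± 0.15 in July, 0.24 ± 0.25 in September and -0.55 ± 0.10 in November. With Rain it had r = -0.848 and rho = -0.604 over 65 arrays (permutation p = 1e-05 for both, the smallest that 100000 permutations can give; adjusted p = 3.31e-05 over 129 correlations), r = -0.828 without the 2 arrays farthest from the median, and -0.821 and -0.883 within the warm and cold months. Over the 6 monthly means of Whorls 1 to 3, r was -0.861 (exact permutation p = 0.0431, adjusted p = 0.176) and rho -0.543. Only Q5C1, the other auxin-responsive gene, and a further spot had a larger absolute r with Rain. Between November and January it differed by -0.90 ± 0.06 (SE, 8 of 8 November arrays below the January mean; adjusted p = 1.4e-15 from limma).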

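The cold acclimation protein Q12L10, of a group of proteins that accumulate as plants harden against frost, was most abundant in November. In Whorl 3 its mean was 0.69 ± 0.18 (SD, n = 3) in November, -0.07 ± 0.04 in January, -0.30 ± 0.02 in March and -0.36 ± 0.11 in May. It was higher in November than in January in Whorls 1 to 3 by 0.61 ± 0.06 (SE, 8 of 8 November arrays above the January mean; adjusted p = 2.5e-12 from limma). In young needles of May it was higher than in the older whorls by 0.80 ± 0.08 (SE, 3 of 3 arrays of Whorl 0 above the older mean; adjusted p = 1.2e-12). With Rain it had r = 0.764 (permutation p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 3.31e-05) and rho = 0.506 (permutation p = 4e-05), and r was 0.746 without the 2 arrays farthest from the median, 0.338 within the warm months and 0.911 within the cold months. With Temperature it had r = -0.200 (permutation p = 0.112) and rho = -0.0403 (permutation p = 0.750). Over the 6 monthly means, r with Rain was 0.858 (exact permutation p = 0.0458, adjusted p = 0.179).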

We also detected a gene encoding a cold acclimation protein in the module (Q12L10) and genes involved in lipid metabolism, as in the turquoise module (Supplementary Data S5).

The gene expression profiles in the needles of Whorl 0 reflect early developmental phases, including very significant changes during early leaf expansion stages (May and July). In *P. pinaster*, leaf expansion seems to be completed in several months, from spring to autumn (Warren, 2005), but in some modules gene expression differences persisted for longer (Fig. 4). The tan module (the only module with no significant correlation with Temperature) was the most strongly correlated with Whorl. It was particularly enriched in flavonoid biosynthesis genes, as possibly reflected in the light-green colour of the needles of Whorl 0, in marked contrast to the deep green (almost blue) colouration of older needles (Fig. 1C). The biosynthesis of flavonoids and terpenoids may be related to UV and freezing stress protection (Teklemariam and Blake, 2004; Jaakola and Hohtola, 2010). Comparison of the green and tan modules showed that they contain genes with closely related functions, including participation in the shikimate, phenylpropanoid, and flavonoid synthesis pathways (Supplementary Figures S4 and S5). This suggests that they play important roles in cell wall synthesis and coordinated processes during the expansion of maritime pine needles. Moreover, the division of these genes into two modules and the presence of different isogenes encoding proteins with the same function (Supplementary Figure S8) suggest that several gene packages participate in the same metabolic pathways, possibly providing essential flexibility in responses to varying environmental and/or developmental conditions.

### Concluding remarks

We have identified a number of gene co-expression networks in the needles of maritime pine trees, confirming that such analysis can provide valuable indications of the functions of gene clusters and their co-regulation (Basnet *et al.*, 2013; Hirano *et al.*, 2013). Unravelling these networks is highly important for understanding conifer tree development and adaptation to environmental stimuli. For instance, we have identified candidate regulatory genes such as Myb transcription factors (Q11F13 and Q16P17) that may participate in regulation of phenylpropanoid and flavonoid biosynthesis.

We cannot be sure that the responses to environmental conditions of this pine population in southern Spain are representative of other pine populations. The expression of specific genes and accumulation of metabolites related to environmental adaption could be different in other contexts including the same maritime pine population growing at seaside levels, as suggested by the phenological timing differences.

In summary, our results strongly suggest that environmental changes modulate the transcriptome for fine regulation of the metabolome during development (Fig. 8). According to this model, adaptive responses in maritime pine would influence the developmental programme through the maintenance of a metabolic homeostasis. In this sense our results strongly suggest the existence of alternative gene packages involved in the same metabolic pathways contributing to essential flexibility in responses to varying environmental and/or developmental conditions. The system-based analysis presented here provides a general vision of the seasonal regulation of maritime pine growth and opens new perspectives for understanding the complex regulatory mechanisms underlying adaptive responses in conifers. In ongoing work we are extending the functional characterization of key regulatory factors identified here, and others involved in controlling conifer tree development and environmental adaptation.

**Fig. 8.**
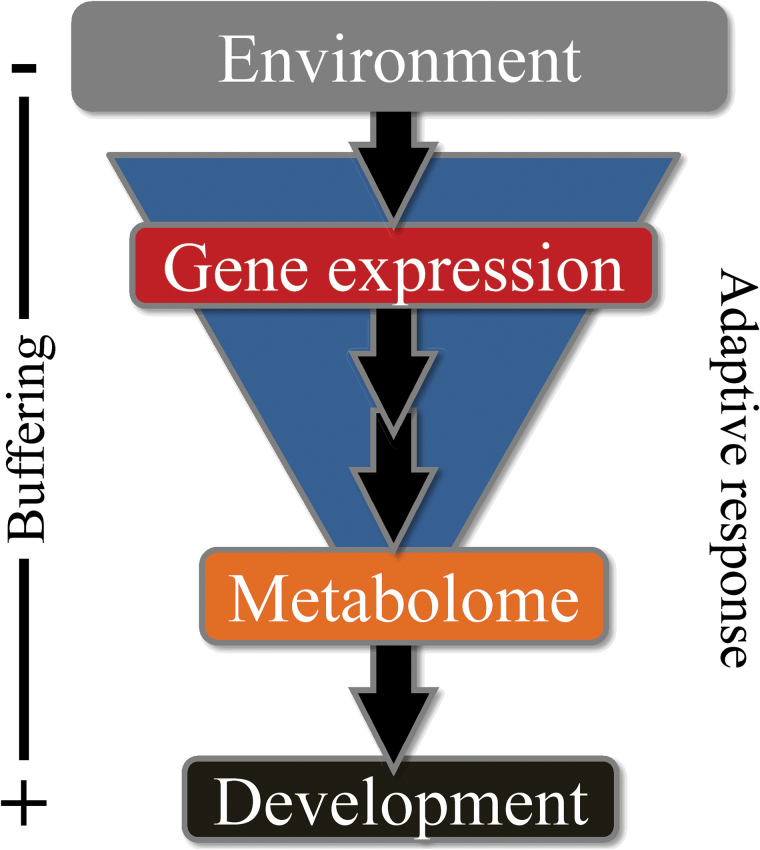
Proposed model for adaptive responses in maritime pine. This figure is available in colour at *JXB* online.

## Supplementary material

Supplementary data can be found at *JXB* online.

Supplementary Table S1. Sampling dates.

Supplementary Table S2. Primers used for RT-qPCR.

Supplementary Figure S1. Microarray hybridization strategy.

Supplementary Figure S2. Annual photoperiod, average monthly temperature, and monthly accumulated rainfall; and Pearson correlations between eigengene modules and environmental and developmental factors.

Supplementary Figure S3. Average monthly temperature since 2007 and monthly temperature in 2012; and average monthly accumulated rainfall since 1994 and monthly accumulated rainfall in 2012.

Supplementary Figure S4. Metabolite-weighted co-expression network heatmap and correlations between eigengene modules and traits.

Supplementary Figure S5. Global network representation including both a global network heatmap plot and a multidimensional scaling plot from WGCNA.

Supplementary Figure S6. Normalized expression values for each gene in the gene co-expression modules from WGCNA.

Supplementary Figure S7. Comparison between RT-qPCR and microarray expression data to validate the microarray hybridizations.

Supplementary Figure S8. KEGG shikimate, phenylalanine, phenylpropanoid, and flavonoid pathways with functional assignments for the green and tan eigengene modules.

Supplementary Figure S9. KEGG pathway for the biosynthesis of secondary metabolites (ko01110) including the brown and green-yellow modules.

Supplementary Method S1. Metabolite network analysis (WGCNA) script.

Supplementary Method S2. Metabolite PCA R script.

Supplementary Method S3. BABAR script for microarray data normalization.

Supplementary Method S4. Gene network analysis (WGCNA) script.

Supplementary Data S1. Metabolites in the spectra library and normalized metabolite contents.

Supplementary Data S2. Removed gene list due to missing values.

Supplementary Data S3. Connectivity (kME) and module membership (MM) values for each gene.

Supplementary Data S4. Weighted correlations between variables (Whorl, Temperature, and Rain) and individual profiles of metabolite amounts.

Supplementary Data S5. Normalized gene expression and eigengene module assignment.

Supplementary Data S6. Weighted correlations between traits (Whorl, Temperature. Rain, and Sucrose) and individual gene expression.

Supplementary Data S7. SEA of the GO terms assigned to genes in each module.

Supplementary Data S8. Weighted correlations between metabolites and individual gene expression.

## Funding

This work was supported by the grants from the European Commission’s 7th Framework Programme (FP7-KBBE- 2011–5) and the Spanish Ministerio de Economía y Competitividad grant (BIO2012-33797).

## Supplementary Material

Supplementary Data

# Supplementary material for: Understanding developmental and adaptive cues in pine through metabolite profiling and co-expression network analysis
**Source:** J Exp Bot. 2015 Apr 1;66(11):3113–27. doi: 10.1093/jxb/erv118
**Supplement:** Supplementary Data

Understanding developmental and adaptive cues in pine through metabolite profiling and co-expression network analysis — Understanding developmental and adaptive cues in pine through metabolite profiling and co-expression network analysis — Supplementary Data 

# Understanding developmental and adaptive cues in pine through metabolite profiling and co-expression network analysis

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

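The deposited values are log ratios from a cDNA array of 8208 spots, normalized between arrays by the authors with the BABAR package, and were used as deposited and treated as log2 values. No raw intensities were used, and no further normalization was applied. The median of every array is 0, so centring the arrays on their medians moves no value. Of the spots, 72 have no value on any array, 5803 have a value on all 66 arrays and 7809 on at least 33 of the 65 arrays used. An array has between 6519 and 8076 spots with a value, with a median of 7599. The array of November Whorl 2 replicate 2 was left out, as in the authors' network analysis.

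Groups of month and whorl were compared with limma 3.58.1 in R 4.3.3, with 1 mean for each of the 22 groups, moderated variances, and Benjamini-Hochberg adjusted p under 0.05. Spots were tested where at least 0.5 of the arrays and every group compared had a value. Gene lists were set against the other spots with camera, with a preset correlation of 0.01 and with the correlation estimated from the arrays. Only the 5823 spots with a value on all 65 arrays entered camera, so its p can cover fewer genes of a list than the counts beside it. Spots were correlated with Whorl, Temperature and Rain by Pearson correlation with Benjamini-Hochberg adjustment. Genes named in the text were correlated with permutation p from 100000 permutations, and with exact permutation p over all 720 orders of the 6 monthly means of Whorls 1 to 3. The latter takes the months as exchangeable, although they are repeated harvests of the same trees in the order of the year. The arrays farthest from the median were chosen on the variable. Temperature and Rain have 1 value per month, that of the month of harvest, read by eye from Fig. 1B; the weather of the month before was an alternative. Shares of variance are shares of the sums of squares between group means.

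The network was built from absolute Pearson correlations to the power 14, with topological overlap, average linkage and a fixed height of 0.97, and clusters have at least 30 spots. The WGCNA and qvalue packages of the study were not available. Storey q-values were computed with a lambda of 0.5. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the correlations and the network.

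The caption of Fig. 3 ties a replicate number to an individual, but the paper's text does not say which trees make which pool. Replicates with the same number were taken to come from the same pool of trees, so that the numbers pair the samples. Deviations from the group means had a mean correlation across spots of 0.279 between arrays of the same number and month, and of -0.139 between arrays of different numbers in the same month. The deviations of a group sum to 0, so the negative value largely follows from the positive one and is no separate observation. With the replicate number as a block over all months, 0 of 61 results moved: total counts stayed within 1.5 times, and other values kept direction and call. With a random block of pool within month, chosen after the result was seen, counts did move. Whorl 0 went from 553 to 927 spots in September and from 312 to 527 in November. Whorl 3 against Whorl 1 went from 776 to 1258.

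The genes named are the 43 that the study names by array spot in its tables and text, whose values in the paper were seen before the data, and in each limma comparison at most a pair of spots without description in each direction, taken in the order of the difference. Spots singled out for the largest correlation with a variable were chosen after their values were seen. The comparisons, the gene lists, this rule and the alternative settings were set before the data were examined, apart from those named as chosen later. Correlation calls were tested on simulated data with 5823 spots, in which 100% of the spots that followed Temperature were found, with 10 false calls. The noise was independent for each array, without an effect shared by a month, so this does not give the error rate of the real calls. When the values of the months were reordered, a median of 2497 spots was called for Temperature and 2676 for Rain.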

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

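The tests of batches within single months, of arrays processed together, of needles still approaching the state of the older whorls, of a mislabelled sample, of arrays with fewer spots and of splits with 1 array of each pool were chosen only after the result was seen. The others were set before it.

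The difference between Whorl 0 and the older whorls changed between May and November at 2237 of 7442 spots, a difference between groups that was itself tested. On the spots with a value on every array, the real labels called 1872 spots and the highest of the other relabellings of Whorl 0 within both months 2782. Of 100 relabellings, 3 reached as many, the real one included. Relabelling removes the Whorl 0 difference itself in both months, so these counts cannot decide whether that difference changed between them. That a relabelling called more than the real one points to a structure of the samples. Of 100 relabellings with 1 array of each pool, 2 reached as many, the real one included, and the highest other called 1987. These have the same limit.

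In March, the array of Whorl 2 replicate 1 had 7586 spots with a value, far below the other 8, with a gap of 0.69 of the range. Of 4 tests of this kind, on the spots with a value and the mean expression of the 9 arrays of January and of March, it is the 1 that passed. The bound used is one that chance passes in about 1 of 20 tests, a rate that was not checked on these arrays.

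The replicate numbers, taken as pools of trees, differed at 917 spots over all groups, in a comparison that the paper does not report. With 100 relabellings of the replicate numbers within groups, 1 reached as many, the real one, and the highest of the others called 0 spots. These relabellings also break deviations that arrays of the same number share within a month. They therefore exclude only a numbering without meaning, and not an effect of single months. The difference between pool 3 and pool 1 had a mean correlation across spots of 0.177 over the 15 pairs of months, above 0 in 14 pairs. This argues against batches within single months as the only cause, but does not exclude them beside another. Deviations of arrays of the same number had a mean correlation of 0.279 within a month and 0.0939 between months, so a large part was not shared between months. Lasting differences between trees and arrays of the same number processed together in every month cannot be told apart, since both would repeat in every month. Differences between the trees may therefore stand behind these spots, which was not tested further.

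In January, needles of Whorl 1 differed from those of Whorls 2 and 3 at 567 of 7772 spots, 181 higher and 386 lower, in a comparison that the paper does not report. All 5 flavonoid genes were higher, by a mean of 1.41 on the log2 scale, the smallest difference being 0.94. On the spots with a value on every array, the real split called 432 spots and the highest of the other splits of the 9 arrays 247. Of 84 splits only the real one reached as many, so such a count is rare by chance. These splits took no account of the pools, and splits with 1 array of each pool were not run for January. A single pool of trees as the carrier of the difference is argued against, since without any 1 pool the mean of the flavonoid genes was at least 1.27. Whether needles of Whorl 1 were in January still approaching the state of the older whorls stays open. The mean difference of the flavonoid genes was 0.747 in March, 0.220 in May (4 genes), 0.0436 in July and -0.0141 in September, but 0.413 in November, and the number of spots that differed was 29 in March and 1324 in May, which is no steady decline.

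The array of November Whorl 2 replicate 2, which was left out, stood apart, though its group was itself not uniform. Its highest correlation with a group mean, across spots, was 0.389 with November Whorl 3, and that with its own group was 0.351. The lowest correlation of any other array with its own group was 0.418. That value is shared by replicates 1 and 3 of the same group, each set against the other alone. They were closer to November Whorl 1 (0.851) and Whorl 3 (0.712). The next lowest was 0.570, for November Whorl 1 replicate 3. That 0.389 is below all of these argues against a mislabelled sample of another group, by a small margin against 0.418. Of the other arrays, 7 had fewer spots than its 7285, short of the number set beforehand as an argument against few measured spots. By the test added later, few spots as the cause are argued against. These 7 arrays had correlations with their own group from 0.731 to 0.924 (SD 0.066), far above its highest. What set the array apart stays open. No biological explanation was tested.

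The other comparisons were also split on the spots with a value on every array. Chance can be excluded for Whorl 0 in May (3254 spots with the real split, 1753 with the highest other). The same holds for Whorl 0 in July (2216 and 980) and in September (483 and 266). It also holds for Whorl 3 against Whorl 1 (707 and 78). In each of these, 1 split in 100 reached as many, the real one. Only the real split also reached as many for September against March (4215 and 2729) and September against May (3210 and 2560). For November against January the counts were 2443 and 1313, again with only the real split. In these comparisons of months the splits took single arrays as exchangeable. Each month is a single harvest, and its arrays are not independent. These splits therefore cannot exclude a chance difference between the harvests. For Whorl 0 in November, 10 of 100 splits drawn without regard to the pools reached 255 spots, and the highest other called 910, so that against these splits chance cannot be excluded. The numbers were taken to pair the samples, however, and Whorl 0 holds 1 array of each number. Of all 48 splits that do so, only the real one reached 255 spots and the highest other called 64, so that among these such a count is rare by chance. Splits that put arrays of a pool together called more, which points to a structure of the samples. Of the 64 splits with 1 array of each pool in May, July and September, again only the real one reached as many, and the highest other called 1597 spots in May, 742 in July and fewer in September. For warm against cold months, the 10 splits of the months are too few, with 4510 spots for the real split and 3720 for the highest other.

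For correlations, the count for Whorl is rare by chance. Of 100 relabellings within months, 1, the real one, reached its 1691 spots, and the highest other gave 0. For Temperature (5133 spots), 2 of 100 orders of the months reached as many, the real one included, and the highest other gave 5163. Such a count is rare by chance, but chance is not excluded. For Rain it cannot be excluded, since 55 of 100 orders of the months gave at least 2503 spots and the highest gave 4695.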

How the results depend on the processing

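The random block of pool within month was chosen only after the result was seen; the other alternatives were set earlier. Of 215 alternatives to 22 results, 181 stayed near the main value, 33 moved beyond that and 1 reversed. Near meant within 1.5 times the total count, the same direction for correlations and mean expression, or within the spread of the replicates for shares of variance. For counts only the totals were compared, so a turn in the balance of higher and lower spots is not included. Of 623 alternatives to 48 values of single genes, 614 kept the direction and their side of the threshold, 6 lost the call, 2 gained it and 1 reversed. The 48 leave out other calls given above, such as those of Q11E4 and Q14O21 in May, which some settings also lost. Both tallies include the centring of arrays on their medians, which could not change a value because the array medians are already 0. The counts for warm against cold months stayed between 4510 and 5513.

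Whorl 0 against the older whorls gave 312 spots in November, but 489 after quantile normalization and 153 with only the arrays of the groups compared; the cause was not tested. With a random block of pool within month, the counts were 927 in September, 527 in November and 1258 for Whorl 3 against Whorl 1. Leaving out each replicate in turn, which also leaves fewer arrays, gave 1182 to 2215 spots in July, 252 to 687 in September, 158 to 230 in November, 1398 to 1799 for the change between May and November and 356 to 472 for Whorl 3 against Whorl 1; the lowest came without replicate 2, except in November, without replicate 3.

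Over monthly means, which leave 6 values, Temperature had 3 correlated spots and Rain 0 at an adjusted p from the Pearson correlation (1727 and 358 at an unadjusted p under 0.05). Without 1 replicate, Rain had 1624 to 1759 and Whorl 678 to 785. Whorl had 2674 spots with Storey q-values, 42 within Whorls 1 to 3 and 2698 with month as a covariate; the cause was not tested.

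The difference in mean expression, 0.0495, became -0.000571 for the median over spots, which is counted as a reversal. The normalization fixes the array medians at 0, so this alternative could only give a value near 0. The share of variance of the month, 79.2% for Whorls 1 to 3, was 77.8% with all 66 arrays, 80.7% on spots with a value on every array, and 75.1% to 77.3% without 1 replicate; with Whorl 0, 55.8% became 53.5% with all 66 arrays and 51.5% to 54.98% without 1 replicate. The adjusted Rand index between 5 clusters of arrays and the months was 0.454, and 0.473 with all 66 arrays, 0.642 with complete linkage and 0.555 with 1 minus Pearson correlation. The Myb gene Q16P17 had -0.03 in Whorl 0 of May, from -0.0885 without replicate 1 to 0.00198 without replicate 3, with no call in either.

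Geranylgeranyl diphosphate synthase Q10C3 lost its call in May after quantile normalization (0.30, adjusted p = 0.0889). The change of Q11F13 between May and November lost it after quantile normalization (-0.13), with only the groups compared (adjusted p = 0.0638) and without replicate 1 or 3 (adjusted p = 0.0581 and 0.0809), over alternatives with adjusted p up to 0.488. Q11F13 gained a call in September with only the groups compared (adjusted p = 0.0226) and with the random block of pool within month (adjusted p = 0.0227). Q16P17 lost its call in July without replicate 2 (0.17, adjusted p = 0.219). Centring arrays on their medians moved nothing. The log ratios carry no signal over background, so its limit is unknown.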

Differences from the paper's values

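The paper's correlations of single genes are weighted, while those computed here are Pearson correlations, and its module values are eigengenes of whole modules, while those here are means of the genes that Table 2 names. Temperature and Rain were read here by eye from Fig. 1B, while the paper used the records of a weather station. Which of these stands behind a difference was not tested. All alternatives named here were set before the data were examined.

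For Whorl, the paper gives 1083 genes, 14.13% of those tested, at a q-value under 0.05. Here 1691 spots, 21.7%, were correlated at an adjusted p under 0.05. The count falls within 1.5 times the paper's with Spearman correlation (1274), on spots with a value on every array (1430) and without replicate 1 (785), and the percentage with Spearman correlation (16.3%), all 66 arrays (21.1%) and without replicate 1 (10.0%). It does not with Storey q-values, median centring, month as a covariate, the replicate block, Whorls 1 to 3 only, or without replicate 2 or 3.

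The paper's negative correlations with Whorl have a size of 0.92 for Q17L11, Q15M17, Q18F13 and Q17O7, where the sizes here were 0.734, 0.738, 0.727 and 0.725. The paper's size is 0.91 for Q21C21, Q15K3, Q13K2 and Q15G15, against 0.724, 0.691, 0.718 and 0.678 here, and 0.90 for Q16H14 and Q10C3, against 0.672 and 0.791. The signs are the same, and no alternative brings any of the 10 within its standard error of the paper's value.

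For Temperature, the paper gives 0.92 for Q17J10, Q2A8 and Q7G9, against 0.892, 0.883 and 0.894 here, and a negative correlation of size 0.91 for Q3A4, against 0.875. Without replicate 3 all 4 fall within the standard error. Over monthly means Q17J10, Q7G9 and Q3A4 do so, with the replicate block and without replicate 1 only Q7G9, and none does with Spearman correlation, all 66 arrays, median centring, the weather of the month before, Whorls 1 to 3 only or without replicate 2.

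For Rain, the paper gives 0.94 for Q2I24 and Q14J11, against 0.833 and 0.835 here, and 0.93 for Q15E22, against 0.799. It gives 0.92 for Q19M11, Q17K21, Q11J18 and Q17J7, against 0.748, 0.838, 0.767 and 0.785, and 0.91 for Q11D3 and Q12A19, against 0.807 and 0.823. For Q5C1 the paper's negative correlation has a size of 0.93, against 0.864. Over monthly means of Whorls 1 to 3 all 10 fall within the standard error, and under no other alternative does any. With 6 values that error is larger. Q15E22 had 0.798 (SE 0.162) and Q19M11 0.753 (SE 0.193), so for these the wider error and not a closer value brings them in.

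The paper gives a correlation of 0.88 between the brown module and Temperature and of 0.78 between the purple module and Rain, while the means of the named genes had 0.9503 and 0.898. No alternative brings either within its standard error. For the tan module the text gives the correlation with Whorl without a sign and Fig. 5 with a minus sign, and here it was negative.

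The paper's largest module has 1462 genes, its smallest 52, and 2213 genes are in no module. The largest and smallest clusters here had 351 and 30 spots, and 6289 spots were in none. A signed network gives 1642 spots in the largest cluster and 2061 in none, and the power 6 gives 1818 in none, which are within 1.5 times the paper's. The other heights and all 66 arrays do not, and no alternative brings the smallest cluster there.

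The paper describes the genes most correlated with Whorl as negative and of the tan module. Of the 10 spots with the largest absolute r here, 8 were negative and 1, Q10C3, is a tan gene that the paper names; the largest was Q11L15, at -0.845, singled out after its values were seen. Of the 10 tan genes of Table 2, all were negative and among the 100 largest.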

Other observations

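The look at Whorl 1 in May and the tests of the Myb genes that keep the pools together were chosen only after the result was seen; the other tests of the Myb genes were set before it.

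A shared regulation of the flavonoid genes with each R2R3-Myb gene was tested on deviations from the means of the month and whorl groups, over 65 arrays. Deviations of Q16P17 correlated with those of the mean of the 5 flavonoid genes at r = 0.398 (permutation within groups, p = 0.00057). Arrays of a pool deviate together within a month, so the pools were also reordered within months, with the same order for every whorl. Over all 46656 orders, the exact permutation p was 0.00193, and with the 4 flavonoid genes that had a value on every array r was 0.469 (exact permutation p = 0.000236). With the means of each pool and month removed, r was 0.465. A regulation that they share is one reading consistent with these values, but a correlation does not show it. Deviations of Q11F13 had r = -0.309 (permutation within groups, p = 0.239; exact permutation p = 0.297 over the orders of the pools), against a positive relation of that size. Both tests rest on the same arrays as the comparisons.

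In May, needles of Whorl 1 differed from those of Whorls 2 and 3 at 1324 of 7752 spots, 607 higher and 717 lower in limma. Of the 9 genes of the Temperature list with a positive correlation, 7 were lower in Whorl 1, with a mean difference of -0.28 and a range from -0.52 to -0.15. In March 29 spots differed, in July 47 and in September 3. In November 0 spots differed at an adjusted p under 0.05 in limma, and 387 at an unadjusted p under 0.05.

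The methylenetetrahydrofolate dehydrogenase Q10D23, an enzyme of one-carbon metabolism, was higher in the warm months in Whorls 1 to 3 by 0.15 ± 0.04 (SE; 23 of 27 warm arrays above the cold mean; adjusted p = 0.0026). It had r = 0.400 with Temperature (rho = 0.367, permutation p = 0.00093 and 0.00291; adjusted p = 0.0025), with -0.123 within the warm and 0.270 within the cold months. Its r over the 6 monthly means of Whorls 1 to 3 was 0.861 and did not pass (exact permutation p = 0.0542, adjusted p = 0.194). Serine hydroxymethyltransferase Q1E13 had r = 0.370 with Temperature over 41 arrays (permutation p = 0.0178, adjusted p = 0.0364; rho = 0.319, permutation p = 0.0426, adjusted p = 0.0774), and over the monthly means r = 0.736, which did not pass either (exact permutation p = 0.101, adjusted p = 0.301).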
